# Transcriptomic analysis of Mesoamerican and Andean *Phaseolus vulgaris* accessions revealed mRNAs and lncRNAs associated with strain selectivity during symbiosis

**DOI:** 10.1038/s41598-022-06566-0

**Published:** 2022-02-16

**Authors:** Joaquín Clúa, Claudio Hernán Rivero, Carla Roda, Carolina Giorgis, Soledad Donna, María Eugenia Zanetti, Flavio Antonio Blanco

**Keywords:** Transcriptomics, Plant symbiosis, Rhizobial symbiosis

## Abstract

Legume plants establish a nitrogen-fixing symbiosis with soil bacteria known as rhizobia. Compatibility between legumes and rhizobia is determined at species-specific level, but variations in the outcome of the symbiotic process are also influenced by the capacity of the plant to discriminate and select specific strains that are better partners. We compared the transcriptional response of two genetically diverse accessions of *Phaseolus vulgaris* from Mesoamerica and South Andes to *Rhizobium etli* strains that exhibit variable degrees of symbiotic affinities. Our results indicate that the plant genotype is the major determinant of the transcriptional reprogramming occurring in roots at early stages of the symbiotic interaction. Differentially expressed genes (DEGs) regulated in the Mesoamerican and the Andean accessions in response to specific strains are different, but they belong to the same functional categories. The common and strain-specific transcriptional responses to rhizobia involve distinct transcription factors  and *cis*-elements present in the promoters of DEGs in each accession, showing that diversification and domestication of common bean at different geographic regions influenced the evolution of symbiosis differently in each genetic pool. Quantitative PCR analysis validated our transcriptional datasets, which constitute a valuable source of coding and non-coding candidate genes to further unravel the molecular determinants governing the mechanisms by which plants select bacterial strains that produce a better symbiotic outcome.

## Introduction

Plant roots are surrounded by a vast diversity of microorganisms living in the soil, resulting in the establishment of both benefic and pathogenic interactions. In order to control the number and nature of these interactions, plants have developed sophisticated mechanisms that allow them to recognize, discriminate and respond to microorganism of different kingdoms, species, and even specific genotypic variants (strains, biovars, etc.). These mechanisms are critical to maintain symbiotic relationships in nature, avoiding shifting to pathogenic or parasitic interactions. One of the most ecologically and agronomically important symbioses between plants and microorganisms is the association established between legume plants and nitrogen-fixing bacteria known as rhizobia. This nitrogen fixation process occurs naturally by the interaction with soil bacteria that can live saprophytically in the soil or as endosymbionts inside the root cells. In many legumes, this interaction results in the formation of a new root organ specialized in nitrogen fixation, the nodule, in which bacteria are accommodated within organelle-like structures called symbiosomes^1^. Recent evidence suggests that the root nodule symbiosis originated as a single evolutionary event that was subsequently lost several times in different lineages during the evolution of the orders *Fabales*, *Rosales*, *Curcubitales* and *Fagales*^2,3^. This implies that the adaptative advantage associated with nodulation is relative and probably linked to the fidelity mechanisms between both symbiotic partners. Understanding how these mutualistic symbioses persist in nature would help to unveil the evolutionary history of legume-rhizobium associations. Several models have been proposed to explain how plants are able to control the output of symbiosis, such as partner selection, partner choice or host sanctioning^4–7^. Supporting evidence for each of these mechanisms has been obtained; however, genes involved in the selection of symbiotic partners could have been lost during domestication of cultivated plant species or as a consequence of crop breeding programs. These processes, although have occurred relatively recently in terms of evolutionary times, imposed a severe bottleneck that strongly reduces genetic variability.

The occurrence of partner selection mechanisms constrains the ecological relationships established in agricultural systems, in which a widely used strategy consists in the addition of specific microorganisms to improve crop yields through growth promotion or better usage of soil mineral resources. An example of this principle is the addition of rhizobium strains to alleviate soil nitrogen deficiency. However, strains optimized in nitrogen fixation are usually outcompeted by wild strains present in the soil, which are better competitors but poor nitrogen fixators, thus reducing the effectiveness of the strategy. A better comprehension of the molecular mechanisms underlying this selection by the plant is a necessary step toward improving the design of inoculants that are better competitors in nature.

In common bean (*Phaseolus vulgaris*), partner selection has been associated with the coevolution of both symbionts^8^. This legume species originated in Mesoamerica and then spread and colonized new environments in the south, reaching the Andean region^9^. Geographical isolation gave origin to two centers of genetic diversification (CGD), one in Mesoamerica and one in the South Andes, where parallel evolution resulted in two distinct genetic pools. These pools were subsequently domesticated at each CGD^10^. Remarkably, plants from the Mesoamerican genetic pool retained the capacity to select rhizobial strains that are better competitors and display a better symbiotic outcome^8,11,12^. This capacity was retained in both wild and domesticated accessions^8^, providing a valuable biological system to elucidate the molecular mechanisms and genetic reprogramming underlying this strain preference. The distribution of *Rhizobium etli* -the predominant rhizobia species associated with common bean nodules in America- in Measomerican and Andean soils was investigated using amplified restriction fragment length polymorphism (ARFLP) that characterized strains according to polymorphic alleles of the *nod*C gene^8^. Rhizobia collected from Mesoamerican soils and nodules of wild and domesticated plants from this CGD center harbor mainly the *nod*C-α polymorphic allele, whereas strains carrying the *nod*C-δ allele predominate in Andean soils, as well as in nodules formed in common bean accessions from this CGD (hereafter, strains will be referred to as *nod*C-α and *nod*C-δ). Since coinoculation experiments revealed that Mesoamerican accessions are preferentially nodulated by *nod*C-α strains, it has been suggested that common bean plants have coevolved with *R. etli* strains at the Mesoamerican CGD^8^. A pioneer study using a subtractive hybridization approach identified 43 genes linked to the strain preference displayed by Measoamerican beans^11^. The biological function in the symbiotic strain preference was further characterized for a handful of these genes^13–15^. However, our knowledge of the molecular bases governing the mechanisms by which plants select bacterial strains to establish specific symbiotic associations is still very limited. The majority of the studies in the field have focused on the interaction of a reference plant genotype and a single bacterial strain, leading to the identification of many genes that are essential for the establishment of the nitrogen fixing symbiosis. This approach has been very helpful to dissect the signaling pathway activated by rhizobia^16^, but hindered the detection of genes that influence the outcome of the symbiotic process. Here, we used two domesticated common bean accessions from each CGD and *R. etli* strains carrying either the *nod*C-α or *nod*C-δ allele to elucidate the transcriptional reprogramming of root cells in each of these interactions. This analysis revealed that the plant genotype is the major determinant of transcriptional changes in response to different strains of rhizobia. The regulatory networks governing the transcriptional reprogramming that is common to all rhizobia strains, as well as the specific response to cognate strains, are dictated by distinct families of transcription factors and *cis*-regulatory elements present in the promoters of rhizobia modulated genes, which include both protein coding and non-coding genes. The differentially expressed genes identified in this study are suitable candidates to play a role in the molecular mechanisms underlying strain preference in the nitrogen-fixing symbiosis.

## Results

### Changes in the root transcriptome at early stages of the root nodule symbiosis are mainly determined by the plant genotype

To characterize the transcriptional reprogramming of root cells in response to *R. etli* strains with distinct symbiotic outcomes, we selected four different bacterial strains representative of the polymorphism of the *nod*C gene: SC15 and CE3 were chosen as *nod*C-α types, and 55N1 and 124N1 as *nod*C-δ type. One accession from the Mesoamerican (NAG12) and one from the Andean (Alubia) genetic pools of common bean were used as representatives of each CGD (Fig. 1a). Plants from both accessions grow similarly in our experimental conditions, developing a comparable root system (Fig. 1b). In agreement with previous reports^11,12^, the Mesoamerican accession formed more nodules when inoculated with *nod*C-α than *nod*C-δ strains, whereas the inverse nodulation output was observed in the Andean genotype (Fig. 1c). These results verified that each common bean genotype forms a higher number of nodules when plants are inoculated with their cognate strains. To explore early transcriptional changes associated with this different affinity of the symbiotic association, roots of 7-day old plants were inoculated with rhizobia and the tissue of the susceptible zone (defined as the region of actively growing root hairs) was collected 24 h after inoculation, a time in which root hairs are already curled and infection threads start to form^14^. Total RNA from roots inoculated with rhizobia or mock-inoculated with YEM (the media used to grow rhizobia) as control was used to construct and sequence RNA-seq libraries using the Illumina technology. 

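The 10 conditions were NAG12, the Mesoamerican accession, and Alubia, the Andean accession, each mock-inoculated with YEM or inoculated with SC15 or CE3 (*nod*C-α) or with 55N1 or 124N1 (*nod*C-δ). Each condition had 3 biological replicates, which gave 30 libraries. Roots of 7-day-old plants received 5 ml of a culture grown to an OD600 of 0.8, and tissue was collected 24 h later. The growth temperature is 26 °C in the methods and 25 °C in the sample records. The authors aligned the reads with TopHat2 to the genome of G19833, assembled transcripts with Cufflinks and Cuffmerge, and obtained expression values with Cuffdiff using quartile normalization, bias correction and multi-read correction. For each accession they deposited one table of 27277 genes, which holds 1 FPKM value per condition, computed over its 3 libraries, and the bounds of the interval around that value. No value per library was analysed here, so differences between conditions have no replicate check, and no SD or p-value is given. The error is instead the standard error taken from the authors' interval, the upper bound minus the FPKM, divided by 2. Its median over genes was between 13.2% and 13.3% of the FPKM in the 5 NAG12 conditions and between 15.6% and 15.7% in the 5 Alubia conditions. The tables of the 2 accessions were normalized separately, so the comparisons with YEM were made within each table, and a level compared across the accessions also carries the difference between the tables. Changes are given as the log2 ratio of the FPKM with a strain to the FPKM with YEM, with 0.1 added to both values only where one of them was 0. A gene was called a DEG when its FPKM differed at least 2-fold, exceeded 1 in at least one of the 2 conditions, and had a log2 ratio large enough against its standard error, at the limit that leaves 2.5% of a normal distribution in each tail. That separation score, the log2 ratio over its standard error, stands in for the p value of the authors' Cuffdiff run. Where an FPKM was 0, the score was the difference in FPKM over its standard error, with the same limit. In tables simulated from the deposited values and intervals, the rule called 97% of 200 genes changed 4-fold in NAG12 and 96% in Alubia. Of 200 genes changed 2.5-fold it called 82% in NAG12 and 79.5% in Alubia. Among unchanged genes it called at most 0.377% of 19087 in NAG12 and 0.545% of 19254 in Alubia. The simulated errors were normal and as wide as the deposited intervals. Genes at or below 1 FPKM with YEM, and those with an error as large as their value, were left out. These shares therefore assume that the intervals are right, and errors beyond them, such as an aberrant library, were not simulated.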

A total of nearly 940 million reads, with an average of more than 31 million reads per library, were obtained (Supplementary Table S1). Reads were aligned to the reference common bean genome obtained from the Andean accession G19833^17^ (*Phaseolus vulgaris* v2.1, DOE-JGI and USDA-NIFA, http://phytozome.jgi.doe.gov/) using TopHat2^18^. On average, 89.1% of the reads obtained from each library aligned to the *P. vulgaris* genome (Supplementary Table S1). 

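The 30 libraries of Supplementary Table S1 each hold between 19761654 reads (Alubia inoculated with CE3) and 42519480 reads (NAG12 treated with YEM). In NAG12 the median of the 3 libraries was 28448831 reads with YEM, 23555214 with SC15, 39333995 with CE3, 29632617 with 55N1 and 37002663 with 124N1. In Alubia it was 36105074 with YEM, 34875352 with SC15, 22334239 with CE3, 32325155 with 55N1 and 28208329 with 124N1. Between 82.8% and 93.6% of the reads of a library were aligned, with a mean of 87.7% in NAG12 and 90.5% in Alubia. Between 19337 and 19630 genes had an FPKM above 1 in a condition.

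**Figure D1:**
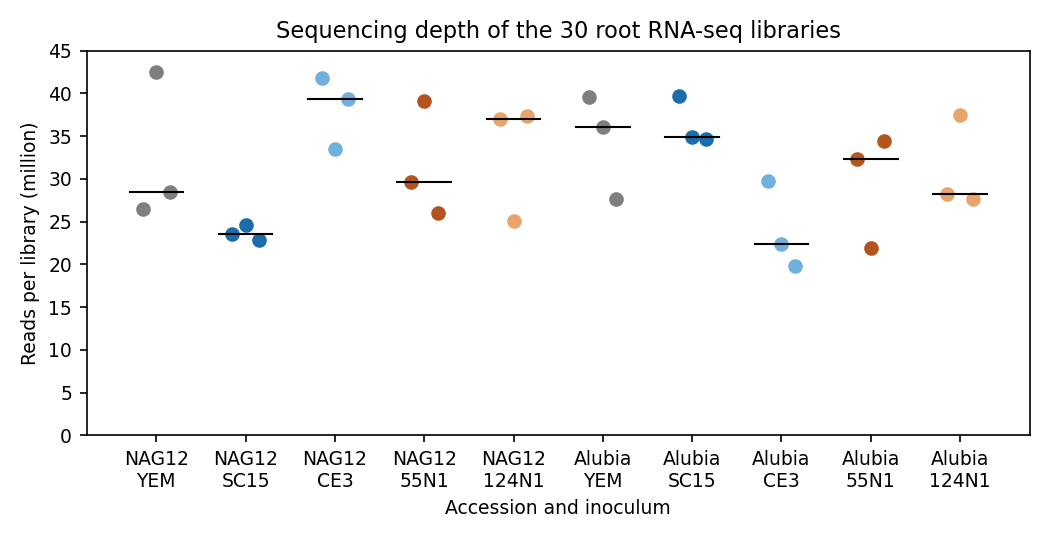
Reads per library (scaled by 1e+06 on the axis) for the 10 combinations of accession and inoculum, where each point is one of the 3 libraries and the line is their median. The medians lie between 22334239 reads (Alubia with CE3) and 39333995 reads (NAG12 with CE3).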

Normalized expression values in fragments per kilobase per million reads (FPKM) and transcripts per million (TPM) for each gene in all tested conditions can be found in Supplementary Tables S2 and S3.

**Figure 1:**
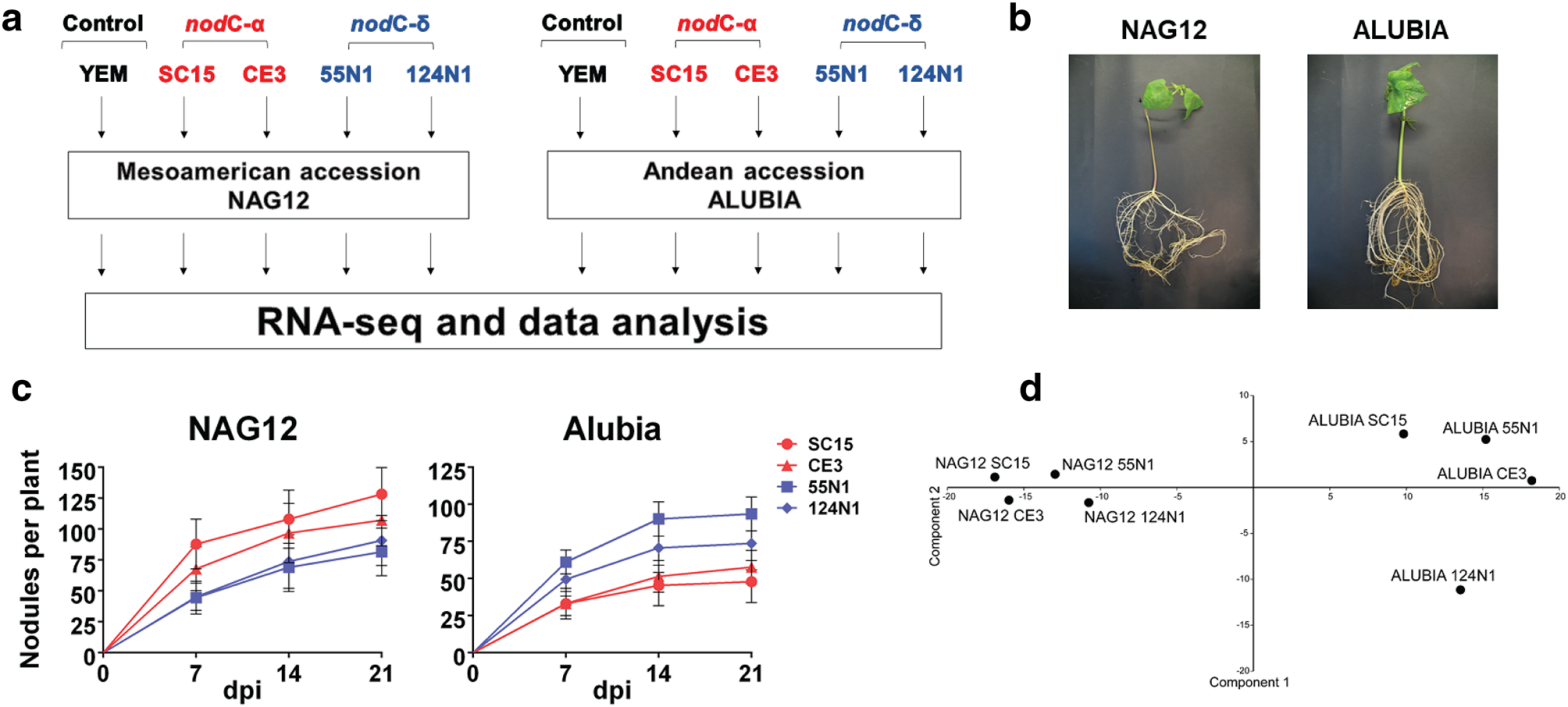
Experimental design to explore strain-specific transcriptomic changes in the *P. vulgaris*–*R. etli* symbiotic interaction. (**a**) Diagram of the experimental design used for RNA-seq studies. *P. vulgaris* NAG12 and Alubia were chosen as representative accessions of the Mesoamerican and Andean genetic pools, respectively. Groups of at least five plants from each accession were treated with growth-culture media (YEM, yeast extract mannitol) as control or inoculated with one of the following *R. etli* strains: SC15 and CE3, carrying a *nod*C-α allele or 55N1 and 124N1 carrying a *nod*C-δ allele. Three biological replicates were obtained for each accession and condition. (**b**) Representative pictures of NAG12 and Alubia accession plants exhibiting comparable root development at 14 days post-inoculation with rhizobia. (**c**) Nodulation kinetics of NAG12 and Alubia accessions inoculated with SC15, CE3, 55N1 or 124N1. The mean number of nodules per plant at 7, 14 and 21 days post inoculation (dpi) is shown (n ≥ 7). Error bars represent the standard error of the mean (SEM). (**d**) Principal component analysis (PCA) plot of NAG12 and Alubia root transcriptomes in response to SC15, CE3, 55N1 or 124N1. Gene expression values used for the analysis were normalized by the corresponding YEM value. The first and second principal components explain 83.0% and 9.7% of the variance, respectively.

The main goal of this study was to elucidate the transcriptomic responses activated by different rhizobium strains in accessions that have diverged since the split of common bean genetic pools into different CGD. To assess the relationship between the transcriptomes of inoculated roots, a principal component analysis (PCA) was performed. 

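Log2 ratios to YEM were computed for the 8 combinations of accession and strain over the 20835 genes with an FPKM above 1 in at least one of the 10 conditions, with 0.1 added to every FPKM. From the correlation matrix of the 8 combinations, the first component took 45.5% of the variance and the second 33.6%. The first share moved most with CE3 in place of YEM as the denominator, to 29.4%, and the second with the covariance of the genes, each centred over the 8 combinations, to 16.1%. Each combination has 1 value per gene, so its position has no replicate check.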

The analysis showed that the two main principal components explain 83.0% and 9.7% of the variance, respectively. 

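Pearson's r between the log2 ratios of 2 strains, taken across genes, averaged 0.767 over the 6 pairs of strains within NAG12 (from 0.689 to 0.804) and 0.628 over the 6 pairs within Alubia (from 0.397 to 0.800). Over the 16 pairs that set a strain in NAG12 against a strain in Alubia it averaged 0.0962, from -0.187 to 0.326, and for the 4 pairs of the same strain in both accessions it averaged 0.103. Genes are not independent replicates, and the 4 ratios of an accession share 1 YEM value. The loadings on the first component ran from 0.399 to 0.461 in NAG12 and from 0.0971 to 0.322 in Alubia. On the second component they ran from -0.290 to -0.175 in NAG12 and from 0.382 to 0.475 in Alubia. With SC15 or CE3 in place of YEM as the denominator the first component also separated the accessions, but with 55N1 or 124N1 as the denominator it did not, and the second did.

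**Figure D2:**
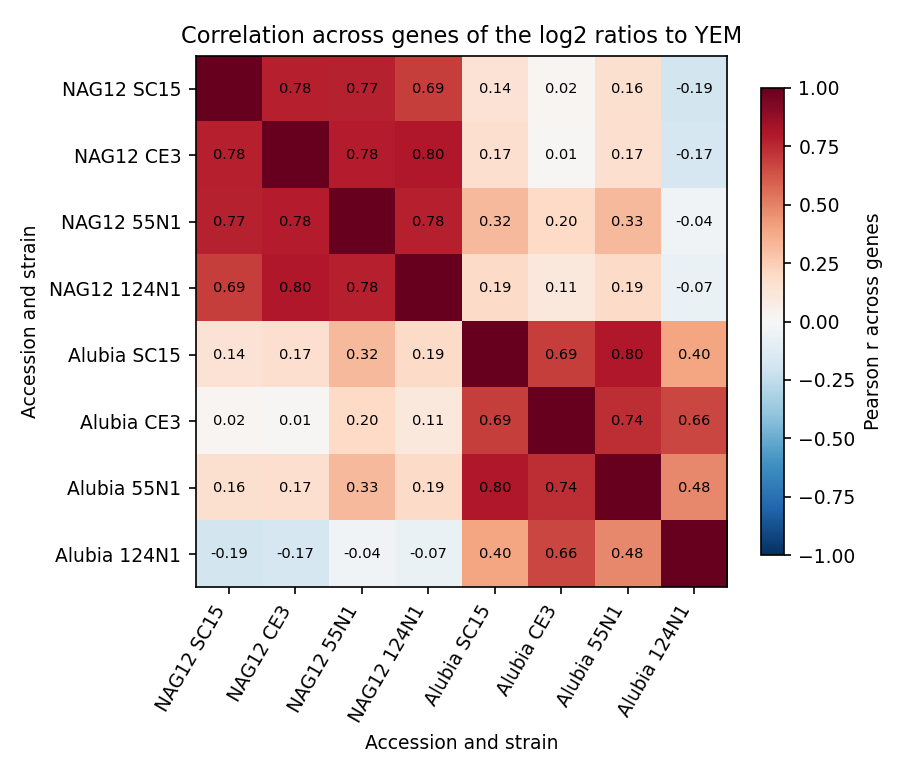
Heat map of Pearson's r (no unit) across genes between the log2 ratios to YEM of the 8 combinations of accession and strain, which are shown on both axes. Values within an accession are at least 0.397, and values between the accessions are at most 0.326.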

As shown in Fig. 1d, the datasets were grouped mainly by the plant genotype, suggesting that accessions from each genetic pool of common bean responded to rhizobia by changing the abundance of different subsets of transcripts. 

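Over the same 20835 genes, the Euclidean distance between the log2 ratios of 2 strains averaged 51.3 in NAG12 and 66.7 in Alubia, 1.30 times as much. These distances do not involve the YEM value, which cancels between 2 strains of one accession. In NAG12 they ran from 43.5 (CE3 and 124N1) to 61.0 (SC15 and 124N1), and in Alubia from 55.9 (SC15 and 55N1) to 84.0 (55N1 and 124N1). Without 124N1 in either accession the distance in Alubia was 1.14 times that in NAG12, the lowest of the alternatives, and over genes with an FPKM above 5 in every condition it was 1.42 times, the highest. A distance between single values also contains their measurement error, and the deposited intervals are wider in Alubia.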

Whereas the plant genotype affected similarly samples from both accessions, the rhizobium strain used for inoculation produced more variation in Alubia than in NAG12, suggesting that the response of Andean common beans to individual rhizobial strains is more diverse.

### Transcriptional reprogramming produced by different *R. etli* strains in roots of Mesoamerican and Andean common bean accessions

All pairwise comparisons were conducted for each common bean accession. Differentially expressed genes (DEGs) were defined as those that showed a fold change ≥ 2 between two conditions, a p value < 0.05 and a fragment per kilobase per million reads (FPKM) value > 1 in at least one condition. In the Mesoamerican accession, 1230 DEGs were detected in all possible pairwise comparisons, with a maximum number of 714 DEGs (545 up- and 169 down-regulated) between SC15 and YEM inoculated samples (Fig. 2a; Supplementary Table S4). 

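In the deposited NAG12 values, 500 genes were called up-regulated and 138 down-regulated with SC15 against YEM, 638 DEGs in all. The comparison of CE3 with YEM gave 389 DEGs (270 up- and 119 down-regulated), that of 55N1 gave 399 (273 and 126) and that of 124N1 gave 221 (128 and 93). Between strains, the largest number was 369 (124N1 against SC15) and the lowest 110 (124N1 against CE3). In all 10 comparisons together 1040 genes were called at least once. The alternative that moved the counts most was an FPKM above 5 instead of 1, which left 336 DEGs with SC15 and 536 in all comparisons. Of the genes that the paper lists for SC15 in Supplementary Table S6, 476 up-regulated and 121 down-regulated ones were among those called here.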

The number of DEGs was higher in Alubia, with a total of 2587 DEGs detected in all possible pairwise comparisons (Fig. 2b; Supplementary Table S5). In this accession, the highest number of DEGs was found in the comparison between 55N1 and YEM (700 up- and 679 down-regulated). 

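In the deposited Alubia values, 55N1 against YEM gave 1162 DEGs, 590 up-regulated and 572 down-regulated. SC15 gave 864 (456 up- and 408 down-regulated), CE3 gave 635 (234 and 401) and 124N1 gave 461 (118 and 343). Down-regulated genes were the larger group with CE3 and 124N1. Up-regulated genes were slightly more numerous with SC15 and 55N1, but with a pseudocount of 1 this order turned for both, to 280 up- and 304 down-regulated genes with SC15 and 418 and 423 with 55N1. Between strains the counts ran from 212 DEGs (55N1 against SC15) to 810 (124N1 against 55N1). At least 1 of the 10 comparisons called 2133 genes. Of the genes listed by the paper for 55N1, 562 up-regulated and 550 down-regulated ones were called here.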

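The lists of genes called in any comparison in NAG12 and in Alubia share 557 genes, which are 53.6% of the NAG12 list and 26.1% of the Alubia list, while 483 genes were called in NAG12 alone and 1576 in Alubia alone. With both lists restricted to the 19532 genes above 1 FPKM in both accessions, lists of the restricted sizes drawn at random would share 86.5 genes, so the overlap was 6.44 times that number. Of the shared genes, 399 were called against YEM in both accessions. Strain by strain the directions differed. With 55N1, 166 genes were called in both accessions, and 157 of them moved in the same direction. With SC15 this held for 100 of 177 genes, with CE3 for 71 of 131 and with 124N1 for 5 of 20. The genes that were up-regulated in NAG12 and down-regulated in Alubia numbered 75 with SC15, 43 with CE3, 2 with 55N1 and 10 with 124N1, where lists drawn at random would give 7.91, 4.48, 5.89 and 1.88. The genes that were down-regulated in NAG12 and up-regulated in Alubia numbered 2, 17, 7 and 5 in the same order of strains, where random lists would give 2.17, 0.918, 2.52 and 0.358.

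**Figure D3:**
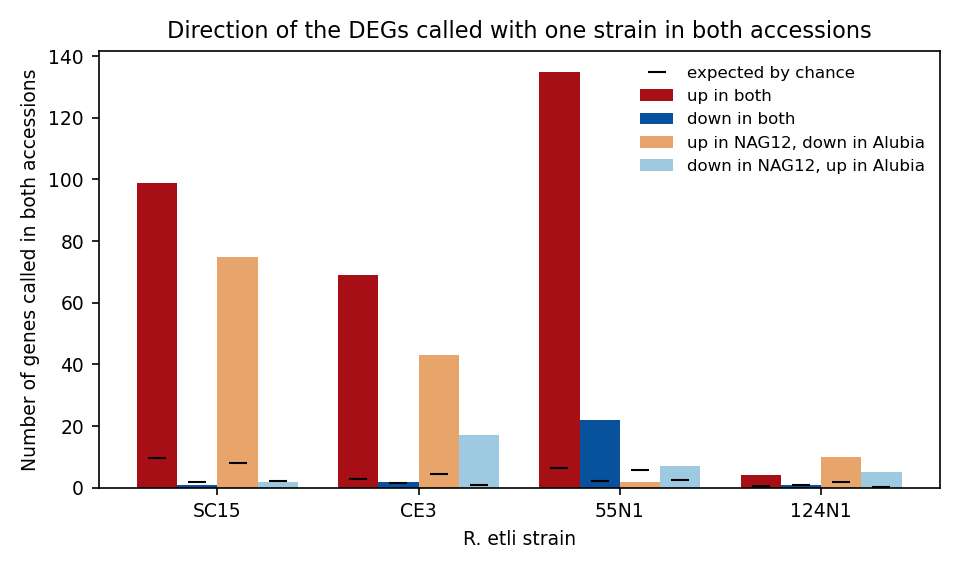
Number of genes called against YEM with the same strain in both accessions, by direction in NAG12 and Alubia, for the 4 strains, with a dash at the number expected from lists drawn at random. Genes up-regulated in both accessions number 99 with SC15, 69 with CE3, 135 with 55N1 and 4 with 124N1.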

A comparison of DEGs revealed a group of 643 genes that responded to rhizobia inoculation independently of the strain in both accessions, representing 52.3% and 24.9% of the total DEGs in NAG12 and Alubia, respectively (Fig. 2c). This group of DEGs included several sentinel genes known to be induced by rhizobia at early stages of the root nodule symbiosis, such as *nodule inception* (*NIN*), *ethylene responsive factor required for nodulation1* (*ERN1*), *early nodulin40* (*ENOD40*), *rhizobial induced peroxidase* (RIP) and *exopolysaccharide receptor 3* (*EPR3*), which were significantly up-regulated in response to either *nod*C-α or *nod*C-δ rhizobia strains in both plant genotypes, thus confirming that roots effectively perceived the presence of rhizobia and activated molecular responses associated to the symbiotic program (Supplementary Tables S4 and S5).

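The sentinel genes differed in how far they moved with each strain. *NIN* (Phvul.009G115800, chromosome 9, 17846861 to 17850344, v2.1 of the G19833 genome) had 1.48 FPKM in NAG12 with YEM and 9.93, 5.18, 7.95 and 4.68 FPKM with SC15, CE3, 55N1 and 124N1. These are log2 ratios of 2.74 (standard error 0.33), 1.81 (0.35), 2.42 (0.33) and 1.66 (0.35). In Alubia it rose from 0.647 FPKM by 2.22, 2.38 and 2.61 (log2) with SC15, CE3 and 55N1, but its ratio with 124N1 was 0.43 with a standard error of 0.59, and it was not called. *ERN1* (Phvul.001G111800, chromosome 1, 32466193 to 32467030) had log2 ratios of 2.54, 1.79, 2.38 and 1.38 in NAG12, in the same order of strains, and 1.70, 1.43, 2.05 and -0.03 in Alubia, the last not called. The 2 *ENOD40* genes lie next to each other on chromosome 2, *ENOD40a* (Phvul.002G064232) from 7726032 to 7726152 and *ENOD40b* (Phvul.002G064166) from 7725882 to 7725990, and reads may be divided between them. *ENOD40a* had log2 ratios of 2.65, 1.49, 2.51 and 1.25 in NAG12. In Alubia it rose from 922 FPKM to 5229, 4640 and 7677 with SC15, CE3 and 55N1, while 124N1 (1110 FPKM) was again not called. *RIP* (Phvul.008G249800, chromosome 8, 59868719 to 59870842) was already at 121 FPKM in NAG12 with YEM, and its log2 ratios of 0.66, 0.88, 0.39 and 0.76 stayed under the 2-fold limit with every strain. In Alubia it rose from 43.0 FPKM by 1.04, 1.43 and 1.01 (log2) with SC15, 55N1 and 124N1, which were called, and by 0.86 with CE3, which was not. *EPR3* (Phvul.002G059500, chromosome 2, 6549850 to 6554631) had log2 ratios of 3.84, 2.07 and 3.64 in NAG12 with SC15, CE3 and 55N1 and of 3.56 and 3.37 in Alubia with SC15 and 55N1. It stayed below 1 FPKM with 124N1 in NAG12 (0.762) and with CE3 in Alubia (0.708), and its ratio with 124N1 in Alubia was -1.17 with a standard error of 1.32.

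**Figure D4:**
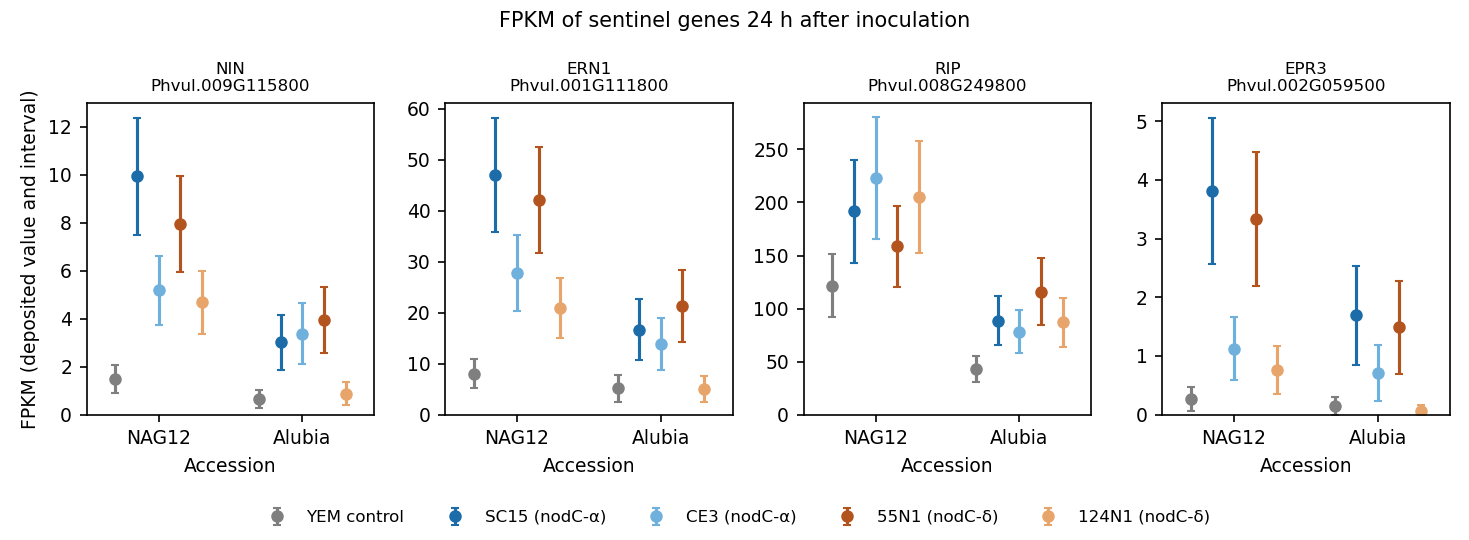
FPKM of *NIN*, *ERN1*, *RIP* and *EPR3* in NAG12 and Alubia with YEM and with the 4 strains, where points are the authors' values per condition and bars their deposited intervals. In Alubia *NIN* stands at 0.869 FPKM with 124N1 and at 3.01 to 3.94 FPKM with the other strains.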

**Figure 2:**
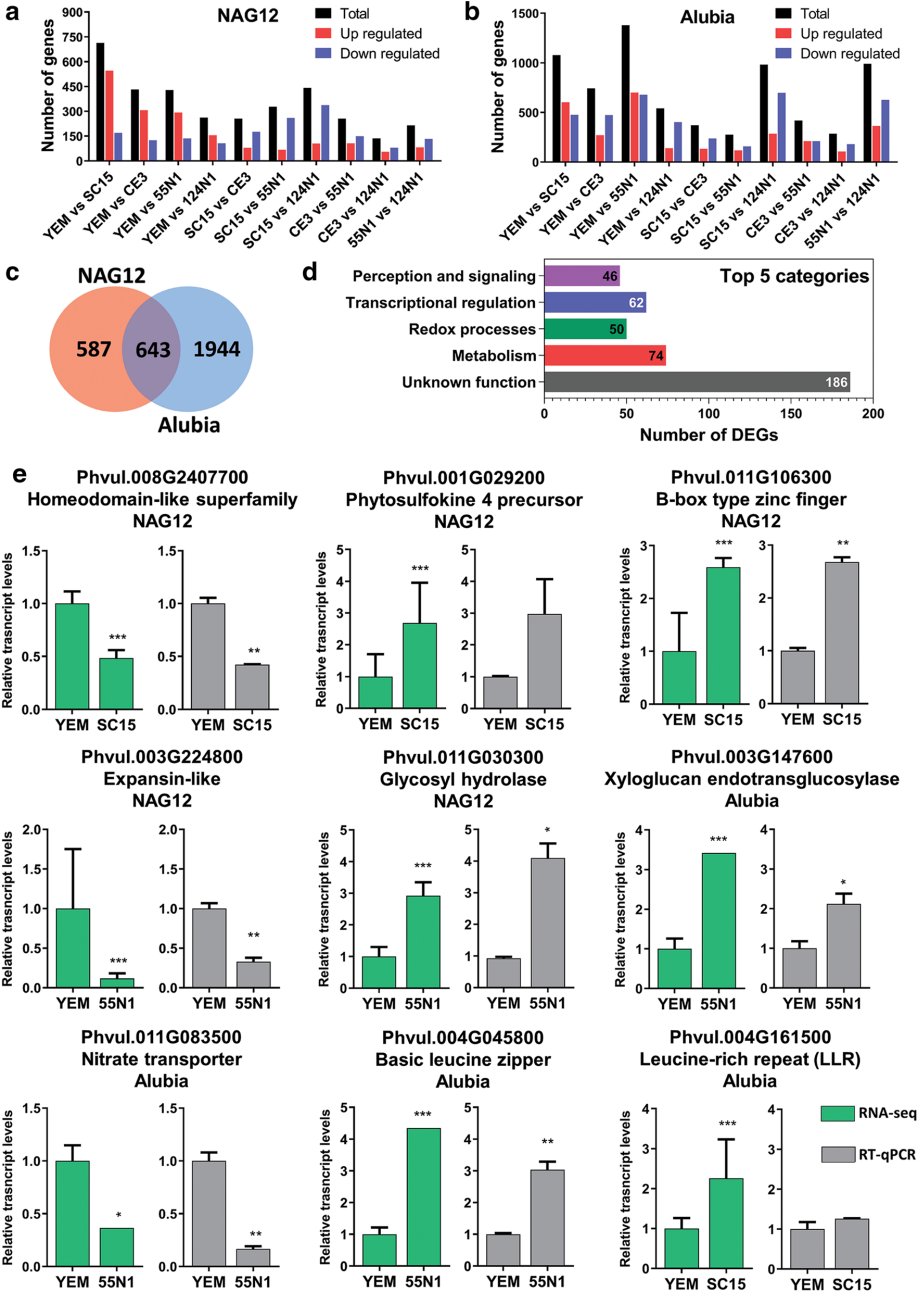
Differentially expressed genes (DEG) detected by RNA-seq and RT-qPCR validation. (**a,b**) Number of total (black bars), up-regulated (red bars) or down-regulated (blue bars) DEGs in each pairwise comparison in NAG12 (**a**) and Alubia (**b**) accessions. (**c**) Venn diagram showing the total number of DEGs in each accession and the number of DEGs common to both accessions. (**d**) Top five functional categories of the DEGs common to NAG12 and Alubia. (**e**) Validation of RNA-seq data by RT-qPCR. The expression of selected DEGs quantified by RNA-seq (green bars) and qRT-PCR (gray bars) is shown. In both cases, expression data is presented as relative to the expression value in the sample treated with YEM, which was set at 1. Bars represent the mean and whiskers the SD. Asterisks indicate significant differences in an unpaired two-tailed Student’s t-test (*p < 0.05; **p < 0.01; ***p < 0.001).

Functional classification of DEGs modulated by rhizobia in both accessions showed that *metabolism*, *redox processes*, *transcriptional regulation* and *perception and signaling* were among the top five categories, which is consistent with the molecular mechanisms triggered during the early stages of the symbiotic interaction (e.g., perception of rhizobia surface molecules by plant receptors, induction of transcription factors of the nodulation signaling pathway and the transient increase of reactive oxygen species upon NF perception) (Fig. 2d). 

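Of the DEGs shared by the accessions, 528 carry a functional category in the paper's classification (Supplementary Table S6). The function was unknown for 132 of them. The next categories were *metabolism* with 69 genes, *transcriptional regulation* with 51, *redox processes* with 44, *cell wall* and *perception and signaling* with 41 each, *stress response* with 38 and *transport* with 33.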

To validate RNA-seq data, we selected a subset of nine DEGs belonging to these functional categories that respond specifically to either *nod*C-α or *nod*C-δ strains in each common bean accession and verified their differential accumulation by reverse transcription-quantitative polymerase chain reaction (RT-qPCR). The RT-qPCR experiments were performed with RNA of root tissue samples from three biological replicates that were completely independent (i.e., experiments performed on different days) from those used in the RNA-seq experiment. The response to inoculation with a particular strain of *R. etli* showed a similar mRNA accumulation pattern in RT-qPCR analyses and RNA-seq data for the five genes selected in the Mesoamerican accession NAG12 and three of the four DEGs selected in Alubia (Fig. 2e). These results support the reliability and robustness of the transcriptomic approach to identify *bona fide* differential transcripts.

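In NAG12 with SC15, the homeodomain-like gene Phvul.008G240700 fell to 1.74 FPKM, a log2 ratio to YEM of -1.05 (standard error 0.37), and was called with CE3 as well. The phytosulfokine precursor Phvul.001G029200 rose from 2.37 to 6.36 FPKM (1.42, standard error 0.83), and the B-box zinc finger gene Phvul.011G106300 from 1.79 to 4.64 FPKM (1.37, standard error 0.71). Neither ratio passed the separation score, so neither gene was called with SC15, although Phvul.011G106300 was called with CE3. In NAG12 with 55N1, the expansin-like gene Phvul.003G224800 fell from 21.3 FPKM (-3.09, standard error 0.40) and the glycosyl hydrolase gene Phvul.011G030300 rose from 30.7 to 89.7 FPKM (1.55, standard error 0.25). Both were also called with the other 3 strains in NAG12. In Alubia with 55N1, the xyloglucan endotransglucosylase gene Phvul.003G147600 rose from 1.81 to 5.09 FPKM (1.49, standard error 0.57) and the nitrate transporter gene Phvul.011G083500 from 1.03 to 2.83 FPKM (1.45, standard error 0.55). The first was also called with 124N1 and the second with SC15. The basic leucine zipper gene Phvul.004G045800 changed from 4.36 to 7.87 FPKM (0.85, standard error 0.47), which is under 2-fold, and it was called with 124N1 alone. In Alubia with SC15, the leucine-rich repeat gene Phvul.004G161500 rose from 32.4 to 65.1 FPKM (1.01, standard error 0.26) and was called with 55N1 as well.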

### Common and strain-specific DEGs in Mesoamerican and Andean accessions

Next, we aimed to identify DEGs that respond specifically to each individual strain of *R. etli* in both Mesoamerican and Andean accessions. For this, DEGs were classified according to their fold change in expression level relative to the control sample inoculated with YEM (Fig. 3a,b, Supplementary Table S6). 

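Genes called in the same direction with all 4 strains numbered 131 in NAG12 (79 up- and 52 down-regulated) and 149 in Alubia (13 up- and 136 down-regulated). With an FPKM above 5 the excess of up-regulated genes in NAG12 was gone (35 up- and 36 down-regulated), and under the other settings it stayed. In NAG12 the largest mean rise was that of Phvul.002G319108, annotated as PLANT CADMIUM RESISTANCE 2 (chromosome 2, 48531762 to 48533122), from 0.166 FPKM with YEM to 103 with SC15 and 17.8 with 124N1. It was followed by the aspartyl protease gene Phvul.005G045800 (0.267 FPKM with YEM, 98.4 with SC15 and 12.5 with 124N1) and by Phvul.003G282400, annotated as low-molecular-weight cysteine-rich 68 (1.59, 176 and 44.8 FPKM). In Alubia these 3 genes were called up-regulated with SC15, CE3 and 55N1, with log2 ratios from 8.16 to 9.83, and with 124N1 none was called. Because their YEM values lie near 0, the sizes of these ratios are imprecise, with standard errors up to 1.56 for the called ones. In NAG12 the largest falls were those of Phvul.003G094900 (39.5 FPKM with YEM and listed at 0 with every strain), Phvul.009G130900 (32.7 FPKM with YEM, 6.09 with 124N1 and listed at 0 with the others) and Phvul.003G090301 (11598 FPKM with YEM and at most 214 with the strains). Each of these rests on 1 YEM value. Among the 13 genes called up-regulated with all 4 strains in Alubia, the ferric reduction oxidase 2 gene Phvul.010G101500 rose most, from 4.14 FPKM to between 14.2 and 32.0. It was followed by the uclacyanin 1 gene Phvul.003G166600 (1.39 FPKM with YEM, 3.55 to 8.97 with the strains). The third was the vacuolar iron transporter gene Phvul.002G205100 (2.16 FPKM with YEM, 5.28 to 16.0 with the strains). Among the 136 genes called down-regulated with all 4 strains in Alubia, the glycosyl hydrolase gene Phvul.001G219800 fell most, from 9.97 FPKM to between 0.0291 and 1.06. It was followed by Phvul.009G179800, which has no annotation (6.16 FPKM with YEM, 0.388 with SC15, 0.502 with 124N1 and listed at 0 with CE3 and 55N1). The gene with the third lowest mean there, Phvul.011G146300, is listed at 0 with every strain.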

We identified a cohort of DEGs that respond to all tested strains, 132 in the Mesoamerican accession NAG12 (82 up- and 50 down-regulated) and 177 in the Andean accession Alubia (19 up- and 158 down-regulated) (Supplementary Tables S2 and S3). 

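In NAG12, 402 genes were called with SC15, CE3 or both and with neither *nod*C-δ strain in that direction, 328 of them up-regulated and 74 down-regulated. With 55N1, 124N1 or both and neither *nod*C-α strain, 106 genes were called, 56 up-regulated and 50 down-regulated. This order turned with an FPKM above 5 (22 and 31) and with each comparison's median ratio set to 0 (46 and 58). It also turned with intervals that do not overlap (35 and 38) and with a pseudocount of 1 (30 and 32). Without the score and with 1 gene identifier per line it did not. SC15 alone accounted for 215 of the up-regulated genes, and 55N1 alone for 35. Genes called with both strains of one type and with neither of the other numbered 64 for *nod*C-α and 10 for *nod*C-δ.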

The number of DEGs modulated by *nod*C-α strains (up or down regulated by SC15, CE3 or both) was much higher than that modulated by *nod*C-δ strains (up or down regulated by 55N1, 124N1 or both) in the NAG12 accession (466 vs 146). The opposite was observed in Alubia, where *nod*C-δ strains modulated a higher number of DEGs than *nod*C-α strains (668 vs 423) (Figs. 3a,b). This result indicates that, in both accessions of common bean, cognate *R. etli* triggered a more profound reprogramming of gene expression than allopatric ones, which is consistent with the proposed hypothesis of coevolution of common bean varieties and their sympatric strains at each CGD^8^.

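In Alubia, 571 genes were called with 55N1, 124N1 or both and with neither *nod*C-α strain (282 up- and 289 down-regulated), against 314 with SC15, CE3 or both and neither *nod*C-δ strain (185 up- and 129 down-regulated). Most of the first group came from 55N1, which alone called 229 up-regulated and 201 down-regulated genes. Genes called with both *nod*C-δ strains and neither *nod*C-α strain numbered 22, and those with both *nod*C-α strains and neither *nod*C-δ strain 25. That order was the same under the other settings, except that each group had 17 genes when the authors' intervals were required not to overlap. From the larger numbers for *nod*C-α strains in NAG12 and for *nod*C-δ strains in Alubia, the paper concludes that cognate strains changed gene expression more deeply than allopatric ones in both accessions, and it relates this to the proposed coevolution of bean varieties with their sympatric strains.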

**Figure 3:**
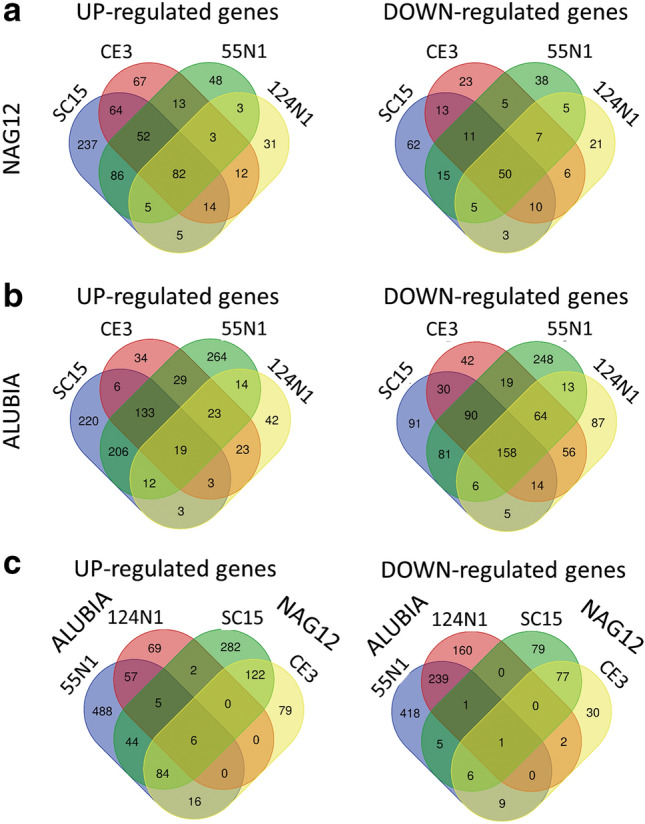
Identification of common and strain-specific differentially expressed genes. Venn diagrams showing the number and overlap of up- and down-regulated DEGs in NAG12 (**a**) and Alubia (**b**) in response to the strains of *R. etli* SC15 and CE3 (*nod*C-α), 55N1 and 124N1 (*nod*C-δ) or in the highly efficient interactions of each common bean accession with their cognate strains (**c**).

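Genes called in the same direction with SC15 and CE3 in NAG12 and with 55N1 and 124N1 in Alubia numbered 7, of which 6 were up-regulated and 1 was down-regulated. The count moved most without the separation score, to 12 (7 up- and 5 down-regulated). With an FPKM above 5 instead of 1 it was 5, all up-regulated.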

A comparison of transcriptional changes associated with the two interactions that form more nodules in both accessions (i.e., NAG12 with SC15 and CE3 and Alubia with 55N1 and 124N1) revealed overall differences and limited overlap, with only 7 common regulated genes (Fig. 3c). The 6 up-regulated genes encode two genes associated to defense responses: Phvul.010G036100 and Phvul.005G071400, corresponding to a 2-oxoglutarate (2OG) and Fe(II)-dependent oxygenase superfamily protein^19^ and a gamma thionin, a member of the cytochrome P450 family (Phvul.009G061600), a nicotianamine synthase 4 (Phvul.005G052500) and a LEA3 protein (Phvul.007G043000). 

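Phvul.010G036100 (chromosome 10, 5341616 to 5344352) rose in NAG12 from 1.30 FPKM to 13.8 with SC15 and 19.3 with CE3, and in Alubia from 0.231 FPKM to 15.6 with 55N1 and 6.51 with 124N1. In the same order of strains, the log2 ratios were 1.98, 1.47, 3.69 and 2.00 for Phvul.005G071400 (chromosome 5, 15211095 to 15211826) and 2.74, 3.58, 4.54 and 3.53 for Phvul.009G061600 (chromosome 9, 11188370 to 11190466). Phvul.005G052500 (chromosome 5, 6814470 to 6815325) had 1.87, 1.87, 2.03 and 2.15, and Phvul.007G043000 (chromosome 7, 3504998 to 3506070) had 1.68, 1.72, 3.53 and 3.16. The remaining gene, the cation efflux family gene Phvul.008G244200 (chromosome 8, 59266793 to 59270519), went from 19.9 to 45.5 and 45.7 FPKM in NAG12 and from 3.36 to 10.6 and 10.9 FPKM in Alubia. In Alubia the YEM values of Phvul.010G036100, Phvul.007G043000 (0.487 FPKM) and Phvul.009G061600 (0.521 FPKM) were below 1, and the standard errors of their ratios were between 0.70 and 0.96. The genes were not confined to these 4 interactions, since all but Phvul.005G071400 were also called up-regulated with SC15 in Alubia. Phvul.005G071400 fell there, with log2 ratios of -1.79 with SC15 and -2.61 with CE3, both called.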

Except for Phvul.005G071400, all these genes were expressed mainly in 10-day-old roots as compared with other plant tissues according to transcriptomic data available at Phytozome (https://phytozome.jgi.doe.gov/), which is consistent with our biological samples. The only down-regulated DEG detected in all the interactions with higher affinity was Phvul.003G102000, which encodes for a thioredoxin superfamily protein. 

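The gene called down-regulated in the 4 interactions was Phvul.011G146300 (chromosome 11, 37855678 to 37855849), which has no annotation in the deposited tables. In NAG12 it had 4.10 FPKM with YEM and 1.24 with SC15, and it is listed at 0 with CE3. In Alubia it had 1.92 FPKM with YEM and is listed at 0 with every strain. A ratio with an FPKM of 0 has no standard error, so the calls at 0 rest on the difference in FPKM over its standard error. Phvul.003G102000 (chromosome 3, 24377178 to 24378207) was lower than with YEM in each of the 4 interactions, with log2 ratios of -1.17 (standard error 0.61) and -2.23 (0.74) with SC15 and CE3 in NAG12 and of -1.47 (0.80) and -1.01 (0.79) with 55N1 and 124N1 in Alubia. Only the ratio with CE3 passed the separation score, and without the score all 4 were called.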

The putative functions associated to these genes point to a role of redox and stress responses in the establishment of efficient interactions. According to the PCA analysis, the response of Alubia to the *nod*C-δ strain 124N1 is the most dissimilar, as compared with the three other strains. 

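In Alubia the mean Euclidean distance of a strain to the other 3 was 73.7 for 124N1, 67.5 for 55N1, 65.2 for SC15 and 60.3 for CE3. The up- and down-regulated genes differed in how much of their change was seen with 124N1. The 129 genes called up-regulated with SC15, CE3 and 55N1 had a median log2 ratio of 1.75 with those strains and of 0.21 with 124N1, which called 13 of them. The 218 genes called down-regulated with those 3 strains had medians of -1.80 and -1.34, and 136 of them were called with 124N1.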

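In NAG12 with SC15 and CE3 and in Alubia with 55N1, and not in Alubia with 124N1, 90 genes were called in the same direction, 83 up-regulated and 7 down-regulated. With those called with 124N1 as well they numbered 97. Leaving out another of the 4 interactions had less effect, with 12 genes without CE3 in NAG12 and no change in the number without SC15 in NAG12 or without 55N1 in Alubia.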

If 124N1 is not considered, the number of genes regulated by the other 3 strains is considerably higher, with 84 up- and 6 down regulated genes. These genes encode several transporters of the ABC, vacuolar and MATE families, cell wall modifiers (expansins, cellulase, pectin lyases), proteins involved in hormone responses and signaling (auxin, cytokinin and gibberellin), cytoskeleton remodeling and two early nodulins (Supplementary Table S6). These genes are part of the common genetic programs associated to early nodule organogenesis and root hair infection. Also, protein kinases, phosphateses and transcription factors can play a role in the perception of the rhizobia molecular determinants and the transcriptional reprogramming that is triggered in the common bean-*R. etli* interaction. However, the relatively small number of genes that are common in the two accessions suggests that the specific responses triggered by sympatric strains are different in plants from each CGD, with only few commonalities in transcriptionally regulated genes.

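SC15 and CE3 both called 265 genes in the same direction in NAG12. Of these, 169 (63.8%) moved in that direction in Alubia with 55N1, whether called or not. When the log2 ratios of 55N1 and 124N1 in Alubia were averaged, 73 of the genes passed the 2-fold limit in the same direction, and with 55N1 alone 107 did.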

To further characterize the subset of DEGs that are co-regulated by the four strains and DEGs whose response is specific to *nod*C-α or *nod*C-δ strains in each accession, they were manually classified based on gene ontology (GO) terms (Fig. 4). The first subset contains genes that are part of the common response to rhizobia (such as *NIN*, *ERN* and *RIP*), whereas the other subsets are expected to contain genes that participate in the strain-specific response. Although the identities of the DEGs that respond to all strains were different in both accessions, the main categories were conserved. 

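No gene was called up-regulated with all 4 strains in both accessions, and none was called down-regulated with all 4 strains in both. One gene, Phvul.002G221000 (annotated as MYB-like 102, chromosome 2, 39126794 to 39128319), was called up-regulated with all strains in NAG12 and down-regulated with all strains in Alubia. It was singled out after its values were seen. Its FPKM went from 0.866 with YEM to between 2.08 and 4.43 in NAG12 and from 21.8 to between 6.15 and 8.49 in Alubia.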

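Among the genes called up-regulated with all strains in NAG12, the paper's classification gives an unknown function for 23, *transcriptional regulation* for 8, *cell wall* for 7, and *metabolism*, *perception and signaling* and *transport* for 6 each. In Alubia, where few genes were called up-regulated with all strains, 5 belonged to *redox processes* and 2 to *cell wall*.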

The function of many up-regulated genes was unknown, whereas other prevalent categories were *transcriptional regulation*, *cell wall remodeling*, *transport* and *perception and signaling*. Most of the down-regulated genes in NAG12 do not have an assigned function. 

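An unknown function was given for 32 of the genes called down-regulated with all strains in NAG12, and *transport* followed with 5.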

Down-regulated genes in Alubia belong to the category unknown, but in addition, they include transcriptional regulators and stress-induced genes (Fig. 4). This analysis indicates that, despite the genetic differences exhibited in the symbiotic response by the two plant genotypes, similar cellular processes are modulated during early responses leading to nodulation.

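Of the genes called down-regulated with all strains in Alubia, the function was unknown for 33, 30 belonged to *transcriptional regulation*, 22 to *stress response*, 13 to *metabolism* and 8 to *redox processes*.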

**Figure 4:**
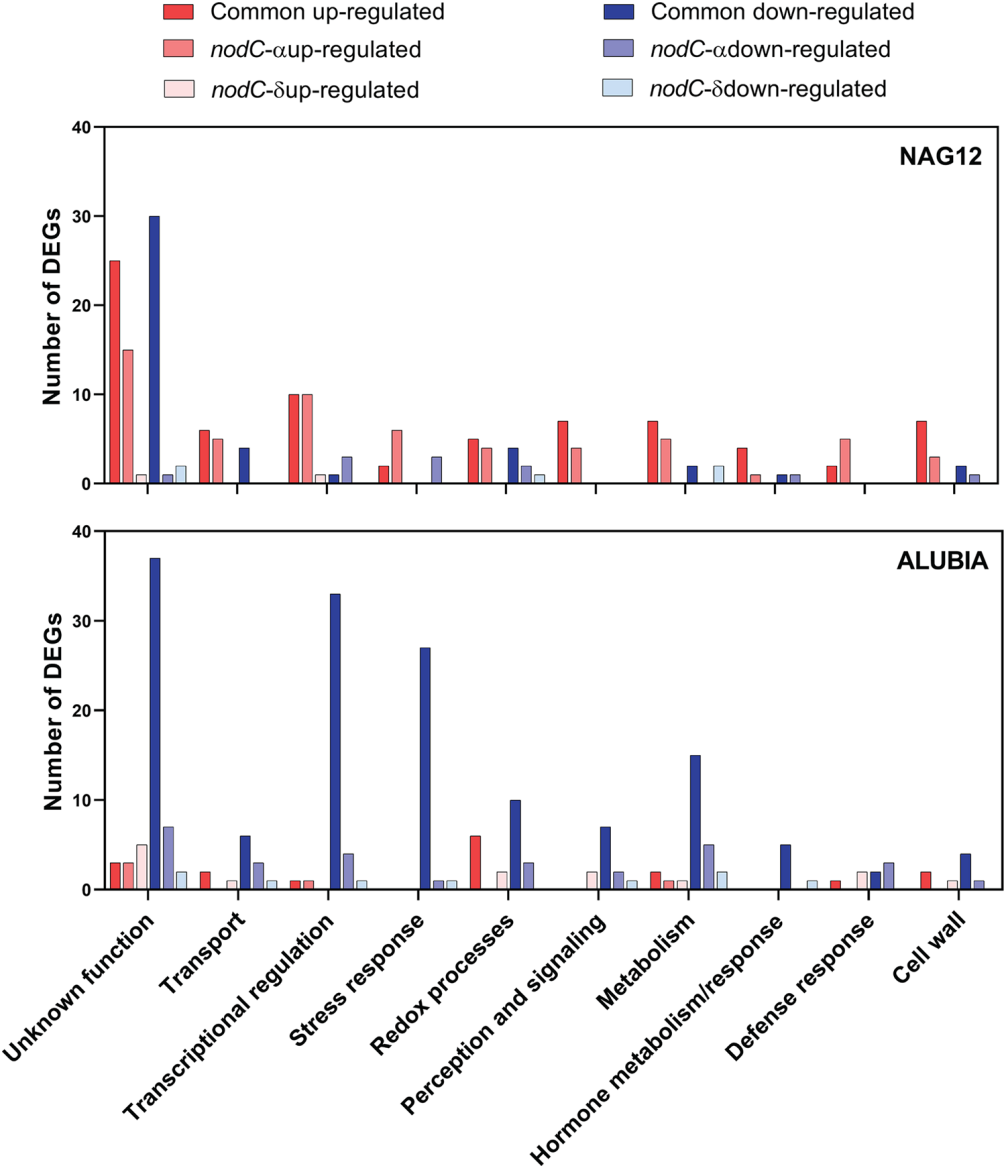
Functional categories of DEGs modulated by *nod*C-α or *nod*C-δ *R. etli* strains in each *P. vulgaris* accession. DEGs that respond to all strains, *nod*C-α (SC15 and CE3) or *nod*C-δ *R. etli* (55N1 and 124N1) strains in NAG12 (upper panel) and Alubia (bottom panel) were manually classified into functional categories using GO terms. Bars represent the number of DEGs up- and down-regulated in each category. The top 10 functional categories are shown.

To characterize strain-specific responses, we focused our analysis in the DEGs regulated by either the *nod*C-α or *nod*C-δ strains in each accession (Fig. 4). 

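In NAG12, 51 genes were called up-regulated with both SC15 and CE3 and with neither *nod*C-δ strain. The function of 14 was unknown, 8 belonged to *transcriptional regulation*, 5 to *redox processes*, 5 to *stress response* and 4 to *transport*. The down-regulated genes of this kind numbered 13, with 3 in *stress response* and 3 in *transcriptional regulation*.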

Genes up-regulated in the Mesoamerican accession NAG12 in response to both *nod*C-α strains (SC15 and CE3) belong to similar categories that the general response to the four strains (*unknown*, *transcriptional regulation*, *transport*, and *stress re*s*ponses*). In contrast, *nod*C-δ strains (55N1 and 124N1) did not produce significant changes at the transcript levels in any gene belonging to these functional categories in the Mesoamerican accession. 

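With both *nod*C-δ strains and neither *nod*C-α strain, 1 gene, of the category *transcriptional regulation*, was called up-regulated in NAG12 and 9 were called down-regulated, 5 of them of unknown function. The genes below the limits with one strain of a type had not always stayed unchanged. Of the genes called with both *nod*C-α strains only, 55 moved in the same direction on average with the *nod*C-δ strains, with a median of 0.42 (log2) against 1.30 with the *nod*C-α strains. The direct comparisons between strains were not applied to these genes, so whether their responses to the 2 types differ was not tested.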

On the other hand, strain-specific responses in Alubia were more complex, involving the same functional categories in up- and down-regulated genes in response to *nod*C-α and *nod*C-δ strains (*unknown*, *transcriptional regulation*, *cell wall* and *metabolism*), but the number of down-regulated genes was higher than the up-regulated ones (Fig. 4). 

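In Alubia, genes called with both *nod*C-α strains and neither *nod*C-δ strain were mostly down-regulated (22, against 3 up-regulated), with 6 of the down-regulated ones of unknown function and 4 in *transport*. For both *nod*C-δ strains there were 11 in each direction, with 3 of the down-regulated ones in *metabolism*. That balance depended on the setting. There were 12 up- and 5 down-regulated genes with intervals that do not overlap, 12 and 6 with an FPKM above 5, and 6 and 7 with a pseudocount of 1. Over the genes called with at least 1 strain of one type only, *nod*C-δ strains gave 31 up-regulated and 45 down-regulated genes in *metabolism*, 17 and 32 in *transcriptional regulation*, 16 and 8 in *cell wall*, and 40 and 25 in *perception and signaling*. For *nod*C-α strains these counts were 21 and 15, 15 and 14, 10 and 6, and 18 and 14.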

All together, these results suggest that the transcriptional reprogramming includes a common symbiotic response, but also strain-specific changes that affect mainly transcription factors, receptors, and transport proteins.

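Among the 328 genes called up-regulated in NAG12 with SC15, CE3 or both and with neither *nod*C-δ strain, 20 belonged to *cell wall* and 28 to *perception and signaling* in the paper's classification. Among the 56 genes called with 55N1, 124N1 or both only, there were 5 and 13, which are larger shares of a smaller list. As a group fixed by annotation, the 28 expansin genes above 1 FPKM had median log2 ratios of -0.03 with SC15, 0.06 with CE3, 0.05 with 55N1 and 0.02 with 124N1 in NAG12. These medians lay between the 16.5th and the 40.8th percentile of 10000 random gene lists of the same size matched on mean expression. In Alubia the medians were 0.40 with SC15 and 0.42 with 55N1, above all of the random lists, 0.04 with CE3 (percentile 87.4) and -0.20 with 124N1 (percentile 0.2, in the lower tail). With each comparison's median ratio set to 0, the NAG12 medians with CE3, 55N1 and 124N1 fell just below 0. With an FPKM above 5, 22 expansin genes were left in Alubia. There CE3 moved into the upper tail (0.09, percentile 98.1) and 124N1 left the lower tail (-0.14, percentile 2.5). SC15 and 55N1 stayed above all of the random lists.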

Transcriptomic changes activated in response to sympatric strains in the Mesoamerican accession included up-regulation of genes encoding cell wall-remodeling enzymes (e.g., pectin lyase and cellulose synthase among others) and cell wall-associated kinases, suggesting that changes in the cell wall at early stages of the symbiotic interaction can influence strain preference in this accession. Also, two genes encoding developmentally regulated transcription factors of the Lateral Organ Boundary Domain (LBD) family, *LBD4* and *LBD11*, were up-regulated in the NAG12 accession in response to *nod*C-α strains (Supplementary Table S6). 

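*LBD4* (Phvul.002G100501, chromosome 2, 20994288 to 20998230) had 8.91 FPKM in NAG12 with YEM and rose to 39.7 with SC15, 22.4 with CE3, 31.9 with 55N1 and 17.9 with 124N1. The log2 ratios were 2.16, 1.33, 1.84 and 1.00, with standard errors from 0.28 to 0.29, and all 4 strains were called. *LBD11* (Phvul.005G137300, chromosome 5, 37947460 to 37949314) had 0.369 FPKM with YEM, and its log2 ratios were 2.06, 1.52, 2.15 and 1.22 in the same order, with standard errors from 0.77 to 0.82, so that SC15 and 55N1 were called. In Alubia no strain was called for either gene. There *LBD4* had log2 ratios of 0.37, 0.35, 0.58 and -0.35, with standard errors from 0.35 to 0.38, and *LBD11* had -0.96, -0.97, -0.30 and -0.22, with standard errors from 0.63 to 0.69.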

None of these LBD genes were modulated in the Alubia accession by neither *nodC*-α or *nodC*-δ strains, suggesting that these two specific members of the LBD family might modulate nodule organogenesis and/or development in the Mesoamerican accession in a strain-specific manner. On the other hand, the response of Alubia to *nod*C-δ strains included down-regulation of genes encoding proteins involved in ethylene synthesis, an ACC synthase 1 and an ethylene-forming enzyme, as well as in ethylene signaling response, such as *ethylene insensitive 3* (*EIN3*), three *EIN3-binding F box protein* (*EBF1*) and 5 ethylene response factors, which contrast with the scenario found in NAG12, where the only gene related to ethylene signaling was *EIN3* and it was found to be up-regulated in response to the *nod*C-α strains. This indicates that the Andean, but not the Mesoamerican accession, effectively suppresses the production and signaling of this phytohormone to allow infection of their cognate *R. etli* strains. In addition, the Alubia accession showed down-regulation of 31 genes belonging to the category of stress response, including 12 heat shock proteins (Supplementary Table S6). These differences between both common bean accessions suggest that the responses to sympatric strains are linked to cell wall remodeling and development in NAG12, whereas changes in Alubia are linked to the suppression of stress response and ethylene biosynthesis/signaling.

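*EIN3* (Phvul.002G253900, chromosome 2, 42570666 to 42572076) had log2 ratios in Alubia of -4.22 (standard error 0.96) with 55N1 and -2.46 (0.73) with 124N1, but also -2.97 (0.82) with SC15, and all 3 were called. With CE3 the ratio was -1.15 (0.66) and was not called. In NAG12 it rose from 1.24 FPKM by 1.01 (log2) with SC15 and 1.52 with CE3, both called, while the ratios with 55N1 (-1.08) and 124N1 (-0.25) were not. Supplementary Table S6 lists 18 ethylene-related genes as down-regulated in Alubia with at least 1 strain. With 0.1 added to each FPKM, their median log2 ratios were -1.03 with SC15, -1.43 with CE3, -1.32 with 55N1 and -1.57 with 124N1. Of these genes, 7 were called here with SC15, 10 with CE3, 10 with 55N1 and 12 with 124N1. Both *nod*C-δ strains called 8, all 4 strains called 5, and 3 were called with *nod*C-δ strains only. The ACC synthase 1 gene Phvul.010G103900 was called with SC15 (-1.32), CE3 (-1.81) and 55N1 (-1.68) and not with 124N1 (-1.22). The 3 genes annotated as ethylene-forming enzyme were not called with any strain. Of the 3 *EBF1* genes, Phvul.003G165500 and Phvul.009G207300 were called with all 4 strains, and Phvul.001G051300 with all but SC15. A wider set held the 52 genes above 1 FPKM whose annotation contains ethylene, ACC synthase or EIN3. It was matched by letters, so words such as methylene would be taken in too. Its median log2 ratios in Alubia were -0.31, -0.29, -0.51 and -0.31 with SC15, CE3, 55N1 and 124N1. Each lay below all of the random lists. In NAG12 the medians over 48 genes were 0.04, 0.19, -0.03 and 0.04 in the same order. Their percentiles were 68.1, 100, 0.73 and 75.5, so the set lay in the upper tail with CE3 and in the lower tail with 55N1.

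**Figure D5:**
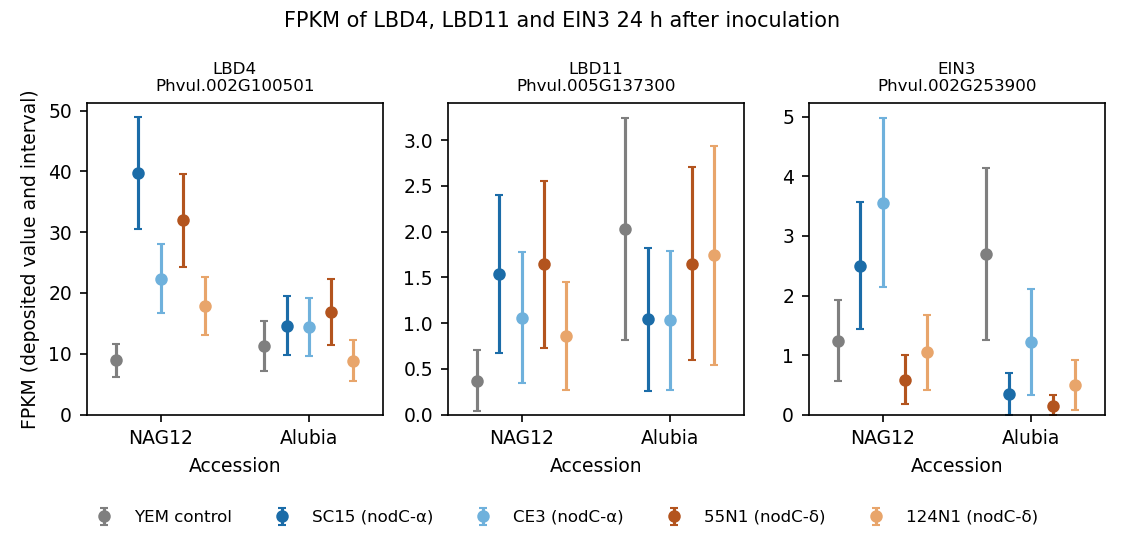
FPKM of *LBD4*, *LBD11* and *EIN3* in NAG12 and Alubia with YEM and with the 4 strains, where points are the authors' values per condition and bars their deposited intervals. *EIN3* in Alubia stands at 0.145 FPKM with 55N1, its lowest value, and at 0.345, 0.492 and 1.21 FPKM with SC15, 124N1 and CE3.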

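Supplementary Table S6 lists 69 genes of the category *stress response* as down-regulated in Alubia with at least 1 strain, of which 45 were called here with SC15, 48 with CE3, 48 with 55N1 and 37 with 124N1. Both *nod*C-δ strains called 26 of them, all 4 strains called 22, and 9 were called with *nod*C-δ strains only. Heat shock genes were taken as all those annotated with heat shock, HSP20, hsp70 or DNAJ, so the class is wider than the words heat shock. For the 35 of them listed there, 17 were called with both *nod*C-δ strains, 12 with all 4 strains and 6 with *nod*C-δ strains only. Over the 215 genes of this class above 1 FPKM the changes were small. Their median log2 ratios in Alubia were -0.15 with SC15, -0.06 with CE3, -0.13 with 55N1 and -0.06 with 124N1. The first 3 lay below the 0.3th percentile of random lists and the last at the 5.83th. In NAG12 the medians over 210 genes were 0.07, 0.10, 0.02 and 0.00, at percentiles 98.6, 78.7, 0.16 and 0.14, so that the set also lay in the lower tail there with 55N1 and 124N1. These last 2 medians were below 0 when each comparison's median ratio was set to 0.

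**Figure D6:**
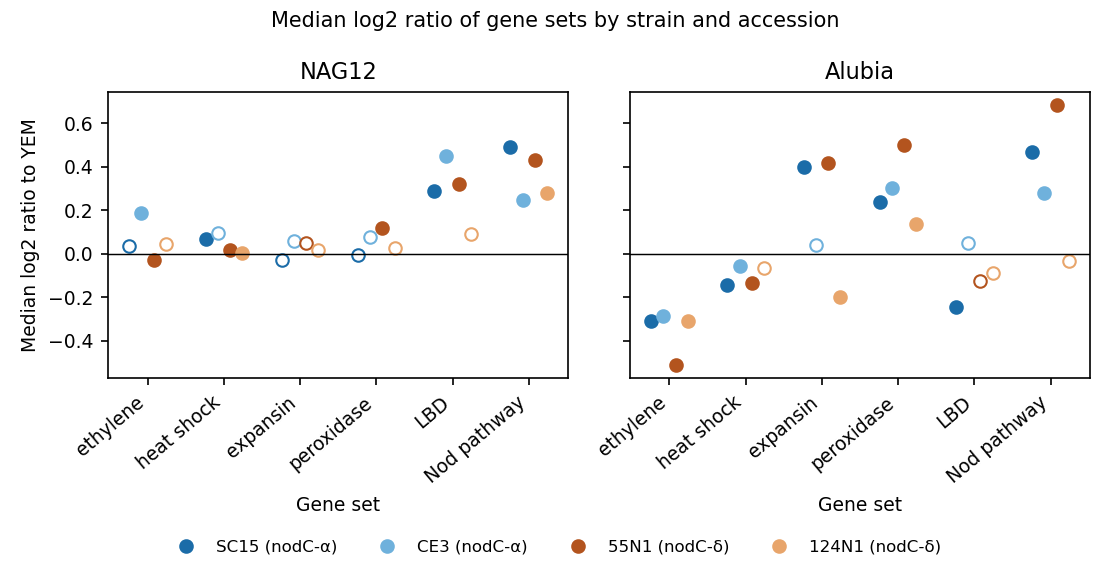
Median log2 ratio to YEM of 6 gene sets in NAG12 and Alubia, with 1 point per strain, filled where the median lies among the lowest or highest 2.5% of the 10000 random lists and open elsewhere. The ethylene set in Alubia lies between -0.51 and -0.29, and the peroxidase set there between 0.14 and 0.50.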

### Regulation of genes of the nodulation signaling pathways in response to different *R. etli* strains

Molecular determinants of different rhizobium strains are perceived by specific receptors present in the root cell plasma membrane, triggering signaling pathways that lead to the activation of transcription factors, which are responsible for the transcriptional reprogramming associated with morphogenetic programs. The main molecules secreted by rhizobia and perceived by root cells are the Nod Factors and the exopolysaccharides (EPSs); thus, we evaluated the transcriptional response of a selected group of genes encoding the different proteins of the Nod factor signal transduction pathway and the EPS receptor *EPR3* in both Mesoamerican and Andean accessions upon inoculation with the *nod*C-α and *nod*C- δ strains used in this study. Consistently with previous reports^20–24^, only some of these genes changed their mRNA levels at 24 h post-inoculation (hpi) (Fig. 5, Supplementary Table S7). *NIN*, *ENOD40b*, *Plant U-box protein 1* (*PUB1*), *RIP* and *Ca*^*2*+^*/calmodulin-dependent protein kinase* (*CCaMK*) showed differential expression in both accessions in response to all strains, whereas *EPR3*, *LBD16*, *ENOD40a*, *Nod Factor Receptor 5* (*NFR5*), *ERN1*, *Nuclear Factor YA 9* (*NF-YA9*) and *Nodulation Signaling Pathway 2* (*NSP2*) were induced in both accessions by all the strains except for Alubia in response to 124N1, which showed the weakest transcriptional response for genes of the Nod Factor signaling pathway and *EPR3*. These results indicate that both NAG12 and Alubia accessions are sensing bacterial signals and triggering the signal transduction pathway that will ultimately activate the transcription factors responsible for the reprogramming of root cells for symbiosis. 

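Of the genes of Supplementary Table S7, 31 were found in the deposited tables by identifier. In NAG12, 10 were called with SC15, 8 with CE3, 10 with 55N1 and 5 with 124N1, and in Alubia 10, 6, 13 and 1. Their median log2 ratios were 0.49, 0.25, 0.43 and 0.28 in NAG12 and 0.55, 0.55, 0.69 and -0.03 in Alubia. Over the 29 genes above 1 FPKM the NAG12 medians were the same. In Alubia they were 0.47 with SC15, 0.28 with CE3, 0.69 with 55N1 and -0.03 with 124N1. *LBD16* (Phvul.001G159300) was called with every strain in NAG12 (33.4, 15.3, 27.7 and 15.5 FPKM, against 5.50 with YEM) and with all but 124N1 in Alubia (log2 ratios 1.52, 1.29, 1.72 and -0.19). *ENOD40b* followed the same pattern, with 2.33, 1.09, 2.05 and 1.14 in NAG12 and 1.72, 1.94, 2.31 and -0.49 in Alubia. *PUB1* (Phvul.008G222100) had 2.32, 1.46, 1.99 and 0.85 in NAG12 and stood at 7.28, 5.63, 8.51 and 1.87 FPKM in Alubia, and 124N1 was not called in either accession. *NFR5* (Phvul.002G025500) was called with SC15 (1.71), CE3 (1.18) and 55N1 (1.51) in NAG12 and with SC15 (1.00) and 55N1 (1.21) in Alubia. *NSP2* (Phvul.009G122700) was called with SC15 (1.54) and 55N1 (1.03) in NAG12 and with 55N1 (1.06) in Alubia. *NF-YA9* (Phvul.007G267100) was called in NAG12 with SC15 (2.28) and 55N1 (2.46), and in Alubia it stayed below 1 FPKM in every condition. *NFR1* (Phvul.008G211200) was called with 55N1 in Alubia only (1.63), and *NSP1* (Phvul.010G129400) with no strain, with log2 ratios from 0.09 to 0.60 in NAG12 and from 0.55 to 0.90 in Alubia. *CCaMK* (Phvul.011G186900) changed less than 2-fold everywhere, with log2 ratios from 0.15 to 0.52 in NAG12 and from 0.44 to 0.69 in Alubia.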

Interestingly, some of the Nod Factor signaling pathway genes were modulated only in one accession, such as the *symbiosis receptor kinase* (*SYMRK*) and *Vapyrin* in Alubia or *Cyclops* and *NF-YA1* in NAG12, at least at 24 hpi (Fig. 5). However, these changes were poorly correlated with the nodulation outcome of the interactions, suggesting that the molecular mechanisms that determine strain-specificity operate independently of these pathways or act at a different regulatory level, which might include post-transcriptional, translational or post-translational events. 

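*SYMRK* (Phvul.011G148700, chromosome 11, 41850111 to 41853752) was called in Alubia with SC15 (1.09, standard error 0.29) and 55N1 (1.22, standard error 0.29). With CE3 and 124N1 it had ratios of 0.79 and 0.86 there, and in NAG12 its ratios were between -0.05 and 0.11. The other 3 genes changed less than 2-fold with every strain in both accessions. *Vapyrin* (Phvul.001G113900) had log2 ratios from 0.48 to 0.81 in Alubia and from -0.13 to 0.30 in NAG12. *CYCLOPS* (Phvul.002G128600) had 0.47 to 0.52 in NAG12 and -0.02 to 0.32 in Alubia, and *NF-YA1* (Phvul.001G196800) had 0.25 to 0.71 in NAG12 and 0.03 to 0.17 in Alubia. The difference between the accessions was not tested for these genes.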

Another possibility is that these responses and their molecular players are transcriptionally regulated at earlier or later time points of the interaction than that analyzed in this work.

**Figure 5:**
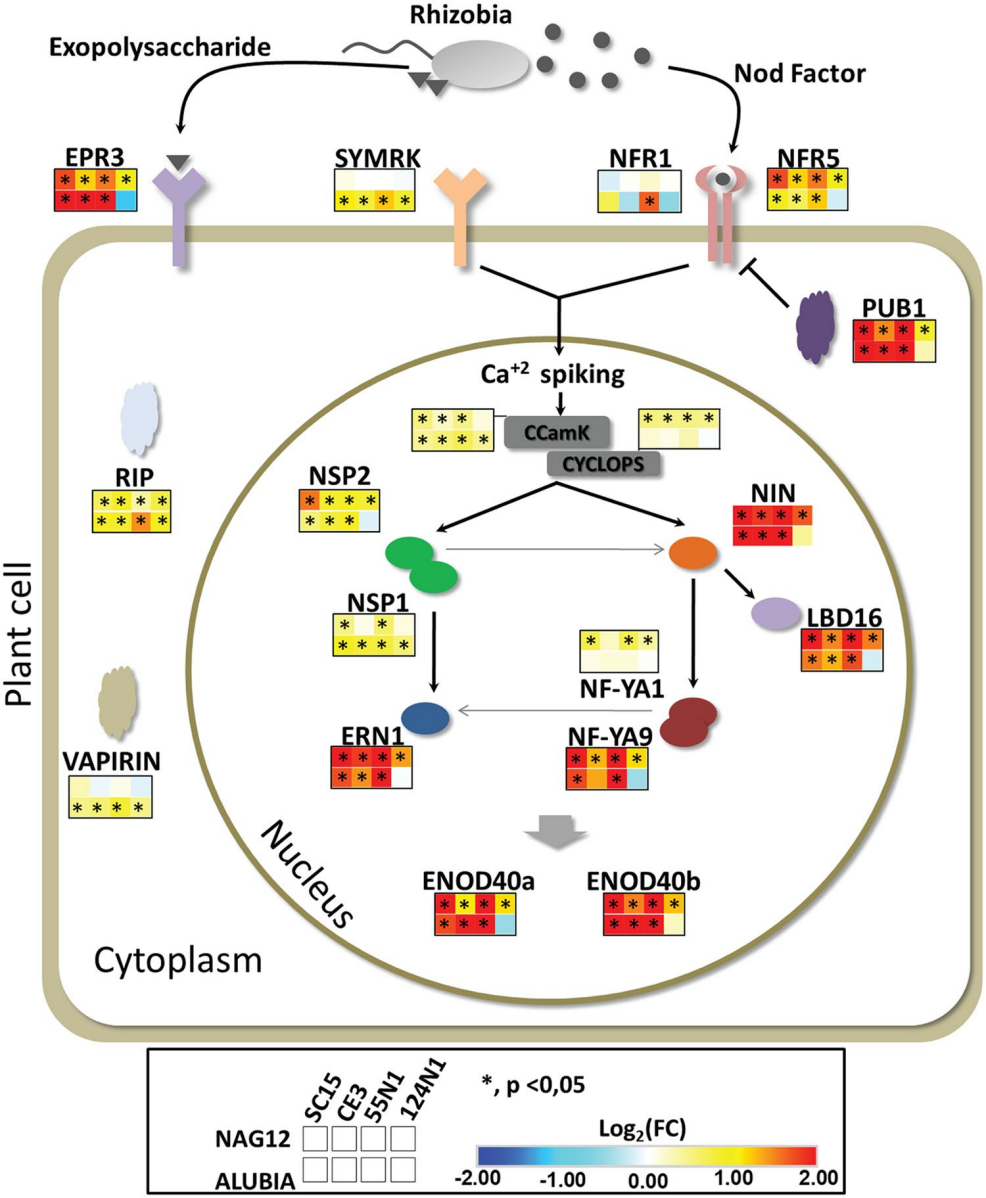
Expression analysis of nodulation signaling pathway components in response to different strains of *R. etli*. The scheme displays the main components of the nodulation signaling pathway triggered by rhizobia inoculation in root cells and their subcellular localization. The Log_2_ fold change (FC) of those genes that were identified as DEGs is shown as a heat map. Squares on the upper and bottom rows show the expression pattern in NAG12 and Alubia, respectively. From left to right *R. etli* strains are SC15 and CE3 (*nod*C-α), 55N1 and 24N1 (*nod*C-δ). The asterisk (*) indicates that the transcript levels in *R. etli* inoculated roots were significantly different from those treated with YEM with a *p* value < 0.05. *EPR3* (Phvul.002G059500), *SYMRK* (Phvul.011G148700), *NFR1* (Phvul.008G211200), *NFR5* (Phvul.002G025500), *RIP* (Phvul.008G249800), *PUB1* (Phvul.008G222100), *NSP2* (Phvul.009G122700), *ERN1* (Phvul.001G111800), *NIN* (Phvul.009G115800), *LBD16* (Phvul.001G159300), *NF-YA9* (Phvul.007G267100), *NF-YA1* (Phvul.001G196800), *ENOD40a* (Phvul.002G064232), *ENOD40b* (Phvul.002G064166), *VAPIRIN* (Phvul.001G113900), *CCaMK* (Phvul.011G186900), *CYCLOPS* (Phvul.002G128600).

### Transcription factors associated with the strain-specific response

DEGs encoding for transcription factors were classified in families using the iTAK database (Plant Transcription factor & Protein Kinase Identifier and Classifier)^25^. In the Mesoamerican accession NAG12, 11 genes encoding transcription factors were modulated in response to the four strains, whereas the *nod*C-α strains SC15 and CE3 affected the mRNA level of 13 genes belonging to different families of transcription factors (Fig. 6a). Among them, mRNAs encoding transcription factors of the Ethylene Response Factor family AP2/ERF, DBB, MYB, MYB related and C2H2 families were up-regulated, whereas mRNAs of genes encoding an MYB-related, a GARP G2 like and a MIKC-MADS family member were down-regulated by *nod*C-α strains (Fig. 6b). In contrast, *nod*C-δ strains 55N1 and 124N1 altered mRNA levels of only one gene encoding a transcription factor in the Mesoamerican accession, which has not been classified in any family. 

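Fig. 6b shows 13 genes for the *nod*C-α strains, and 10 of them were called with both SC15 and CE3 in the deposited NAG12 values. None was called with 55N1 or 124N1, but 13 moved in the same direction with 124N1 and 11 with 55N1. The 10 genes that rose had a median of 1.42 over the *nod*C-α strains and of 0.52 over the *nod*C-δ strains (log2, mean of the 2 strains for each gene). The MYB-related gene Phvul.009G259650 (chromosome 9, 37963013 to 37983209) rose most, from 0.419 FPKM with YEM to 2.07 with SC15 and 1.89 with CE3. The AP2/ERF gene Phvul.001G160100 had ratios of 1.28 and 1.95, the MYB gene Phvul.005G087400 had 1.31 and 1.24, and the DBB genes Phvul.005G153500 and Phvul.011G053700 had 1.64 and 1.30 and 1.15 and 1.05. The MYB-related gene Phvul.010G120401 had 1.42 and 1.36, and the unclassified gene Phvul.002G042000 had 1.52 and 1.06. The unclassified gene Phvul.002G031300 had 1.82 and 1.76 with standard errors of 0.95 and was not called. The C2H2 gene Phvul.003G147100 was called with SC15 (1.40) and missed the score with CE3 (1.04, standard error 0.61). The GARP-G2-like gene Phvul.011G062100 fell with log2 ratios of -1.23 and -1.11, and the MIKC-MADS gene Phvul.003G182700 with -1.41 and -1.09.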

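The gene that Fig. 6b shows for the *nod*C-δ strains, Phvul.002G291600 (chromosome 2, 46032377 to 46034502, annotated as a CCT motif family protein), had log2 ratios of 1.06 with 55N1 and 1.00 with 124N1, which were called. With SC15 and CE3 they were 0.89 and 0.88, just under 2-fold. The standard errors were between 0.45 and 0.46 for all 4 strains, so the ratios with the 2 types of strain differed by less than their error.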

In Alubia, changes in mRNA abundance of 34 genes encoding transcription factors were detected as responsive to both *nod*C-α and δ strains (Fig. 6c), whereas 6 transcription factor coding genes responded specifically to either *nod*C-α or *nod*C-δ strains. 

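Phvul.010G092500 (chromosome 10, 35448546 to 35449788, annotated as a RING/U-box superfamily protein) had 1.51 FPKM in Alubia with YEM. Its log2 ratios were -1.05 with 55N1 and -1.25 with 124N1, with standard errors of 0.92 and 0.97, and neither was called.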

Inoculation with the *nod*C-δ strains 55N1 and 124N1 down-regulated the mRNA level of a gene encoding a non-classified transcription factor. 

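The GRAS gene Phvul.007G191300 was called in Alubia with SC15 (log2 ratio 1.60) and was above 2-fold with CE3 (1.05, standard error 0.76) without passing the score. In NAG12 it was called with SC15 (1.95), CE3 (1.09) and 55N1 (1.18). The AP2/ERF gene Phvul.001G084000 fell in Alubia with SC15 (-1.76) and CE3 (-1.70), both called. The GARP-G2-like gene Phvul.006G025400 was called with SC15 only (-2.10) and the MYB gene Phvul.004G053600 with CE3 only (-1.39). The unclassified gene Phvul.002G033200 was called with SC15 (-1.07) and CE3 (-1.02), and its ratios with 55N1 (-0.93) and 124N1 (-0.84) were just under 2-fold.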

On the other hand, *nod*C-α strains SC15 and CE3 up-regulated mRNA levels of a member of the GRAS family and down-regulated mRNA levels of members of the AP2/ERFs, MYB and GARP G2-like families of transcription factors (Fig. 6d). Although in some cases *nod*C-α and *nod*C-δ strains triggered changes in the same families of transcription factors in both plant genotypes, the individual members and responsiveness (up- or down-regulation) to rhizobia strains were distinct (Fig. 6e). 

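Of the 10 genes of Fig. 6b that rose with the *nod*C-α strains in NAG12, 8 were lower with all 4 strains than with YEM in Alubia. There, 6 were called down-regulated with at least 1 strain, 3 with all 4 strains, and 0 were called up-regulated. The B-box gene Phvul.011G106300 fell in Alubia from 14.4 FPKM by log2 ratios of -3.09, -4.71, -3.18 and -3.74 with SC15, CE3, 55N1 and 124N1. Phvul.005G087400 fell from 18.7 FPKM by -2.06, -3.03, -2.09 and -2.24, and Phvul.001G160100 from 29.0 FPKM by -1.06, -1.68, -1.49 and -2.66. The 4 ratios of an accession share 1 YEM value, and the difference between the accessions was not tested.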

In conclusion, changes in the mRNA levels of transcription factors were different in each genotype and these changes were dependent on the specific responses activated by *nod*C-α or *nod*C-δ strains.

**Figure 6:**
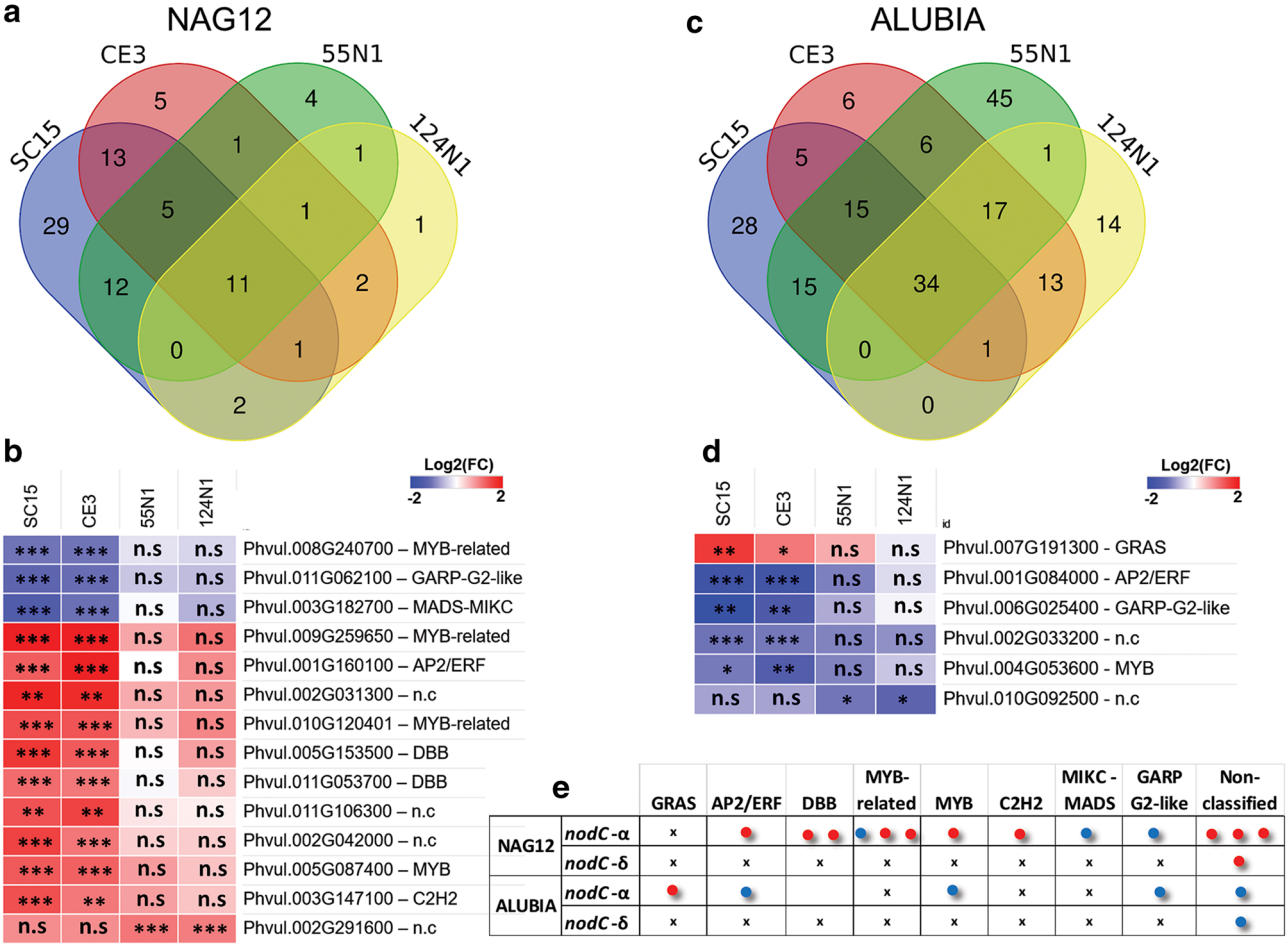
Transcription factors modulated by *R. etli* inoculation in each *P. vulgaris* accession. Venn diagrams representing the number and overlap of DEGs encoding transcription factors in NAG12 (**a**) and Alubia (**c**) after inoculation with the indicated *R. etli* strains. Heatmaps show Log_2_ fold change (FC) in transcript levels of DEGs encoding transcription factors that are differentially accumulated in NAG12 (**b**) and Alubia (**d**) in response to *nod*C-α (SC15 and CE3) or *nod*C-δ (55N1 and 124N1) *R. etli* strains as compared with YEM treated roots. Locus ID and the transcription factor family are indicated on the right. (**e**) Differentially expressed transcription factors classified according to iTAK Database. Classification is indicated in the top row. Each circle represents an up- (red) or down-regulated (blue) transcription factor coding gene. x indicates that there is no DEGs within a particular family of transcription factors in that combination of accession and strains.

To better understand the regulatory transcriptional networks involved in the strain-specific response, we focus our analysis on the promoters of the DEGs in both common bean accessions that were responsive to *nod*C-α and *nod*C-δ strains. The promoters of DEGs were retrieved from the genomic databases generated from the BAT93 Mesoamerican accession of common bean^26^ or the Andean accession G19833^17^. We searched for putative binding sites of transcriptional regulatory proteins (*cis*-elements) in the promoters of the coregulated DEGs and the potential transcription factors involved using the Regulatory gene prediction tool, available at the Plant Transcriptional Regulatory Map. Promoters of DEGs that respond to all strains in NAG12 are enriched in *cis*-elements recognized by transcription factors of the WRKY and HSF (up-regulated), TCP (down-regulated) and AP2/ERF (up- and down-regulated), whereas in Alubia, MYB, AP2/ERF, WRKY and Dof elements are present in down-regulated DEGs (Supplementary Table S8). The number of *cis*-elements in the promoters of DEGs detected in NAG12 as responsive to *nod*C-δ strains was smaller than the number of *cis*-elements present in the promoters of DEGs responsive to *nod*C-α strains, reinforcing the idea that Mesoamerican common beans mount a specific response to strains that lead to select these cognate strains. Comparison between the interaction of NAG12 with *nod*C-α strains and Alubia with *nod*C-δ strains showed that regulatory elements recognized by bHLH, C2H2 and MYB are present in up- and down-regulated DEGs. Some other *cis*-elements are specifically found in one of these interactions, such bZIP (up- and down-regulated), TCP and MIKC-MADS in NAG12 and WRKY (up-regulated) and NAC (down-regulated) in Alubia. This analysis suggests that the geographical isolation of both genetic pools led to the evolution of partially different transcriptional regulatory networks, which contributes to modulate the molecular responses that allow the establishment of a preferential symbiosis in common bean, not only in the general response that governs the execution of the symbiotic program, but also in the strain-specific response that determines the partner selection mechanisms.

### Differentially regulated long non-coding RNAs (lncRNAs)

Long non-coding RNAs have emerged as critical fine-tune regulators of gene expression that modulate agronomical traits influencing crop productivity^27^. Thus, we focused the analysis of strain-specific responses in DEGs encoding lncRNAs differentially regulated in both common bean accessions by either *nod*C-α or *nod*C-δ strains. We defined lncRNAs as RNAs longer than 200 nucleotides with low- or non-coding potential according to the Coding Potential Calculator 2^28^ and HMMER (see Materials and methods). The number of lncRNAs differentially regulated in response to all strains was 45 and 19 in NAG12 and Alubia, respectively, with a strong predominance of down-regulated lncRNAs (Fig. 7a,b, Supplementary Table S9). 

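Supplementary Table S9 identifies most lncRNAs by assembled transcript, and only those that carry a gene identifier of the deposited tables were analysed here. In NAG12 these were 40 of 97 up-regulated and 56 of 195 down-regulated transcripts, and in Alubia 58 of 135 and 57 of 116. Of the transcripts that the paper gives as responding to all strains in NAG12, 4 up-regulated and 15 down-regulated ones could be followed in the tables. All 4 strains called the first 4 genes as up-regulated and 14 of the other genes as down-regulated. The falls of these 14 genes rest on the same NAG12 YEM condition. Phvul.L001655, for example, had 5294 FPKM with YEM and 54.9 to 258 with the strains. One aberrant YEM library in NAG12 was not excluded and could lie behind part of these falls. In Alubia 1 up-regulated and 5 down-regulated ones could be followed, of which none and 5 were called with all strains. The gene not called in NAG12, Phvul.011G157400, was singled out after its values were seen. It is at 954814 FPKM with YEM, with an interval that reaches down to 0, and at 7557 FPKM with SC15.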

LncRNAs were up- or down-regulated in response to *nod*C-α and *nod*C-δ strains in both common bean accessions; however, the identity of these lncRNAs differed between both accessions (Fig. 7c). 

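Among the genes of the deposited tables that Supplementary Table S9 lists in both accessions, 11 are listed as up-regulated in both and 7 as down-regulated in both, and 7 and 5 of these were called in that direction with at least 1 strain in each accession. In opposite directions, 7 are listed as up-regulated in NAG12 and down-regulated in Alubia (4 called in both) and 15 the other way round (8 called in both). Of the genes with opposite directions, Phvul.003G090301 (chromosome 3, 22275694 to 22276166), which Supplementary Table S9 gives as down-regulated with all strains in NAG12, was called up-regulated in Alubia with CE3 alone (from 42.0 to 269 FPKM, log2 ratio 2.68, standard error 0.25). Phvul.009G130900, listed as down-regulated in NAG12, is listed at 0 in Alubia with YEM and was called up-regulated there with SC15, CE3 and 55N1, at 8.35, 7.44 and 3.15 FPKM.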

Only one lncRNA was up-regulated in the interaction of each accession with its sympatric strains, which was extended to 8 when 124N1 was not considered. These results suggest that the modulation of lncRNAs at early times of the symbiotic interaction also has evolved differently in both genetic pools at each GDC. However, there is a small number of lncRNAs that are excellent candidates to study in the context of the strain-specific responses associated to coevolution.

**Figure 7:**
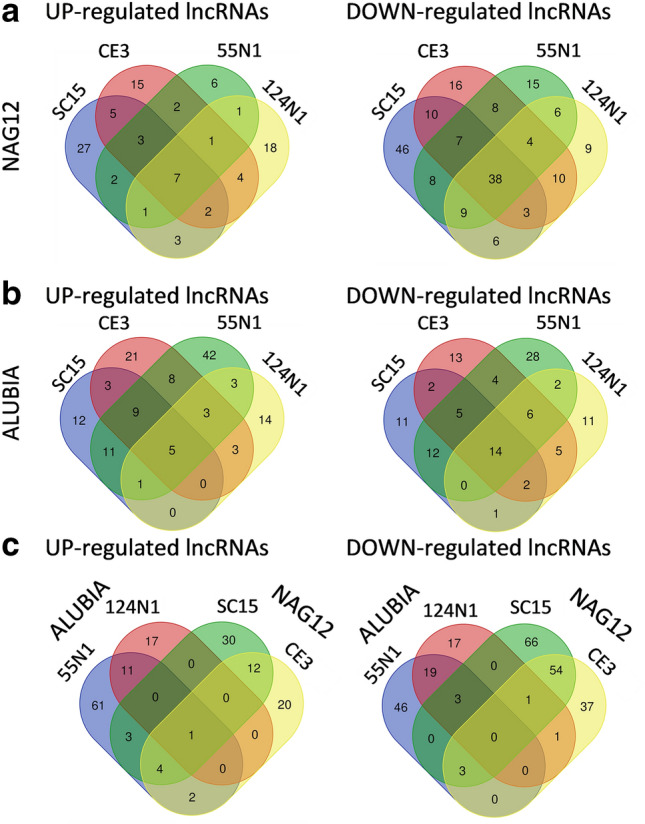
Identification of common and strain-specific DEGs classified as lncRNAs. Venn diagrams showing the number and overlap of up- and down-regulated lncRNAs in NAG12 (**a**), Alubia (**b**) in response to *nod*C-α (SC15 and CE3) or *nod*C-δ (55N1 and 124N1) *R. etli* strains or in the more efficient interactions in each accession (**c**).

## Discussion

In order to exploit the enormous potential of bacteria that modulate plant growth, it is necessary to understand how coevolution between plants and microorganisms has shaped genomes of both symbiotic partners to control ecological interactions in the soil. In this work, we selected a biological model system based on the divergent evolution of the genetic pools originated in the two CGD of common bean and the specific interaction with strains of rhizobia that are predominant in these soils. Comparison of transcriptomic responses across the different symbiotic associations allowed unveiling the specificity of the transcriptional responses that occur in the plant roots. RT-qPCR analysis verified the reliability of the RNA-seq approach (Fig. 2e), confirming the expression patterns observed in the transcriptomic data in a proportion that was similar to other studies^29,30^. Thus, our transcriptomic approach robustly predicted transcripts that are regulated in response to either *nod*C-α or *nod*C-δ strains in each common bean accession. Besides a general response associated with the general genetic symbiotic program, each common bean accession activated a particular subset of genes in response to different *R. etli* strains, where the genotype of the macrosymbiont was the major determinant factor of the transcriptional response (Fig. 1d). Similar results were obtained in *Medicago truncatula* and soybean^29,31^, suggesting that the strong determination of responses by the plant genotype might be widespread in legume-rhizobia interactions.

### Genes involved in the common and strain-specific responses

Common responses to all strains were considered as part of the general symbiotic programs required for infection and nodule organogenesis, including those genes selected as sentinels in this study and other components of the nod signaling pathway. Some of these responses were conserved between the Mesoamerican and the Andean accessions, whereas others were specifically activated in each variety (Fig. 2), suggesting that the evolution during geographic isolation and domestication has shaped the molecular responses occurring at early stages of the symbiotic process. Genes modulated in both accessions belong to functional categories associated with the cellular response that takes place at the early stages of the interaction, such as perception and signaling and transcriptional regulation, but many of them have not been annotated or do not have an assigned function and need to be characterized using reverse genetics (Fig. 2d).

Previous works have shown that the interaction between Mesoamerican plants with *nod*C-α strains of *R etli* results in higher biomass formation and that these strains are preferentially selected in coinoculation experiments with a mixture of *nod*C-α and *nod*C-δ strains, whereas Andean accession form more numerous nodules with *nod*C-δ strains^8,11,12^. Strain-specific responses were observed in each common bean accession (Figs. 3a,b), but the overlap between regulated genes was limited (Fig. 3c). This result suggests that the evolutionary constrain imposed during domestication has led to the selection of different mechanisms that allow each genetic pool to selectively respond to sympatric strains at each CGD. However, the functional categories involved in both cases are similar, with some specific differences, such as the presence of transport and redox categories in the up-regulated genes in the interaction of NAG12 with *nod*C-α strains, which are not present in the response of Alubia to *nod*C-δ strains (Fig. 4). Interestingly, our results suggest that the response of accessions from each GDC involves different molecular processes. In the Mesoamerican common bean, several cell wall remodeling proteins and two LBD transcription factors are up-regulated in the interaction with *nod*C-α strains (Supplementary Table S6). Early stages of infection require changes at the level of the cell wall that lead to redirectioning the polar growth of the trichoblast to produce the root hair curling and the formation and elongation of the infection thread^1^. LBD transcription factors have been shown to participate in root nodule symbiosis in concert with NF-Y complexes, regulating the reinitiation of cortical cell divisions to form the nodule^32^. These responses can accelerate the infection process and the nodule organogenesis in comparison with other strains present in the soil, allowing a rapid colonization of the root and the preferential occupation of nodules. The DEGs in the Andean cultivar modulated by cognate strains were related to the ethylene biosynthesis and signaling and stress-response (Supplemental Table S6). Ethylene is a phytohormone that negatively modulates infection by rhizobia and nodule formation^33^, suggesting that strain preference in this accession can be mediated by the alleviation of this inhibitory signal. Interestingly, it was shown that ethylene responses in the common bean-*R. etli* symbiosis are modulated by lipopolysacchardes and exopolysaccharides, which are the secondary signals associated to bacterial recognition^34^.

A significant number of DEGs produce lncRNAs (Fig. 7). Whereas several lncRNAs are up- or down-regulated by all strains in each accession (Fig. 7a,b), only one lncRNA was up-regulated in both accession in the interaction with sympatric strains (Fig. 7c). This result is consistent with the highly specific expression pattern associated to genotype, condition and/or tissue reported for lncRNAs, which provide flexible adaptability to gene regulation^27^.

DEGs identified across different samples can reflect differences in the genetic programs triggered in each common bean accession, but also can reflect temporal differences in the transcript stability in each interaction. Broadening this study to other time points, as well as including more common bean accessions, would certainly contribute to a deeper understanding of the genetic differences and the dynamic response between genetic pools from each CGD.

The main determinant of legume-rhizobia compatibility is the NF, which triggers the genetic programs of symbiosis activating the Nod signaling pathway. We observed that some components of this pathway showed a higher mRNA accumulation in response to individual *R. etli* strains, but these changes were poorly correlated with the outcome of the interaction in terms of the number of nodules (Fig. 5). This result is not surprising since the compatibility at a sub-species level might be determined by other signaling molecules produced by rhizobia, such as exopolysaccharides, lipopolysaccharide or proteins secreted by the bacterial type III secretion system^35^.

### Differential genes involved in transcriptional regulation

Signal perception and transduction usually lead to activation of transcription factors, which modulate the activity of the RNA polymerase II to execute the reprogramming of gene expression during development or in response to external stimuli. Our results suggest that the transcriptional reprogramming associated with the general program of nodulation is different than the strain-specific transcriptional response. While the former is activated by Nod Factors, the latter might be dictated by the activation of molecular mechanisms of strain preference and responses triggered by specific determinants of rhizobium identity other than Nod factors. In the Mesoamerican accession, transcription factors of AP2/ERF, DBB, MYB-related, C2H2, MIKC-MADS and GARP2 G2 like families were up- or down-regulated in response to *nod*C-α, whereas *nod*C-δ strains did not produce significant changes in the levels of genes encoding transcription factors (Fig. 6). These transcriptional regulators can contribute to mount a more efficient response when partners with better symbiotic performance are selected in a market scenario. Regulatory elements found in DEGs showed that the transcriptional networks involved in the symbiotic response in NAG12 and Alubia are partially distinct (Supplementary Table S8), suggesting that genetic diversification and subsequent domestication led to the selection and recruitment of different *cis*-elements and cognate transcription factors. More importantly, the results indicate that the molecular mechanisms that participate in the selection or preference for specific strains involve the transcriptional activation of different subsets of genes in each common bean accession. This might explain the differences in the performance of the interaction reflected in the number and size of nodules, the pace of the infection and nodule organogenesis programs and the conditioning of competence in the market scenario of rhizobia within the soils.

## Concluding remarks

The compatibility between legumes and their symbiotic partners is the key to maintain the efficiency of the nitrogen fixing symbiosis. The success of this process relies on the capacity of the plant to select the best available partners in the environment. For this, ancestral species might have evolved molecular mechanisms that allow them to recognize specific signals from rhizobia and trigger the transcriptional activation of genes that favor the infection by these particular strains^7^. The RNA-seq approach described here identified a group of genes that can be used as markers of efficient nodulation. At the same time, it is a first step toward genetically characterize the early specific responses that affect the outcome of the symbiotic process in legumes. Since the success of the strategy of introducing inoculants in cultivated soils is conditioned by the capacity of the plant to select specific strains, this knowledge could be applied in breeding programs attempting to enhance the genetic compatibility between both symbionts.

## Materials and methods

### Biological material and plant inoculation

Seeds from common bean (*Phaseolus vulgaris*) accessions NAG12 and Alubia^36^ were obtained from INTA Salta, Argentina. Growth and inoculation were performed essentially as previously described^14^. *Rhizobium etli* strains used in this study are listed in Table 1 and they were previously described^8,13,15^. Germinated seeds were transferred to acrylic boxes containing Fahraeus media without nitrogen supply. Seedlings were grown in a growth chamber at 26 °C with a 16 h/8 h day/night cycle and 80% humidity. Seven days after transplantation, roots were inoculated with 5 ml of a *R. etli* culture grown in liquid Yeast Extract Mannitol (YEM) media until cultures reached an OD_600_ = 0.8. Nodulation time-courses were obtained by counting nodules at 7, 14 and 21 days after inoculation (dpi) using three biological replicates and a minimum of 5 plants per replicate. For library constructions, a minimum of 5 plants were inoculated with the indicated strains or YEM medium as a control. To avoid biological variations caused by differences in the *R. etli* physiological stage, NAG12 and Alubia plants were inoculated at the same time with the same culture of each bacterial strain. Root tissue of the susceptible zone, which presents actively growing root hairs and is susceptible to rhizobia infection, was collected and frozen in liquid nitrogen 24 h post-inoculation (hpi) with each rhizobial strain. Three biological replicates for NAG12 and Alubia were independently prepared.

**Table 1:** *Rhizobium etli* strains used in this study.

Strain	Genotype^a^	References
SC15	(*nod*C-α)	Aguilar et al.^8^
CE3	(*nod*C-α)	Zanetti et al.^13^
55N1	(*nod*C-δ)	Aguilar et al.^8^
124N1	(*nod*C-δ)	Zanetti et al.^13^
CFNX5 DsRed	(*nod*C-α)	Rípodas et al.^15^

^a^Polymorphic form of the *nod*C gene according to an ARFLP study (Aguilar et al., 2004).

### Library construction

Total RNA was extracted from root tissue using TRIZOL (Thermo Fisher) and treated with RNase-free DNase (Promega). RNA quality was evaluated by capillary gel electrophoresis in an Agilent 2100 Bioanalyzer using the RNA 6000 Nano kit (Agilent). Libraries were prepared using 3 µg of total RNA and the Illumina TruSeq RNA Sample Preparation kit v2 following provider’s instructions. Superscript II (Invitrogen) reverse transcriptase was used for cDNA synthesis. PCR fragments were purified using AMPure XP beads (Beckman Coulter Genomics). Size and concentration of the synthesized DNA fragments were verified in an Agilent 2100 Bioanalyzer using the DNA-1000 kit (Agilent). Libraries were equalized and multiplexed following Illumina recommendations for barcode compatibility and sequenced in an Illumina HiSeq4000 at the HTS service of the University of California Davis DNA Technologies Core. The number and quality of the 90-mer single end reads obtained for each condition are listed in Supplementary Table S1. Raw data were deposited at Gene Expression Omnibus database under the accession GSE155568.

### Data analysis

Illumina reads were aligned to the *P. vulgaris* genome using Tophat 2^18^. Data analyses were performed essentially as previously reported^34^. Minimum and maximum intron lengths were set as 60 and 6000 and the options own junction usage and indel search were activated. Reads were aligned using the v2.1 of the *Phaseolus vulgaris* genome obtained from the Andean G19833 accession.

Transcript assembling was performed using Cufflinks and differentially expressed genes were identified with Cuffdiff^37,38^ using quartile normalization, BIAS correction and multi-read correct options. A Cuffmerge analysis including Cufflink results from each sample was used to quantify the expression of genes and transcripts^38^. All possible pairwise comparisons were run and genes with an expression value higher than 1 fragment per kilobase per million (FPKM), with a fold change ≥ 2 and a *p* value below 0.05 were considered as differentially expressed (DEGs) (Supplementary Tables S4 and S5).

Non-coding RNAs were identified using the Coding Potential Calculator 2 algorithm^28^. Non-coding genes were defined as those that produce RNAs longer than 200 base pair, does not have an ORF of more than 300 bases, have a Coding probability lower than 0.5 and a HMMER (http://hmmer.org) alignment full sequence E value higher than 0.01.

Principal Component Analysis (PCA) was performed with the PAST3 software (PAleontological Statistics version 4.03, https://www.nhm.uio.no/english/research/infrastructure/past/)^39^. The log_2_ value expression normalized by the control (YEM sample) was used for the correlation method. Venn diagrams were obtained using the tools available in the bioinformatic webpage of the Ghent University (http://bioinformatics.psb.ugent.be/webtools/venn).

To obtain promoter sequences of DEGs, the regions from − 1500 to + 100 bp respect to the translational start site were extracted from the fasta file containing the genome of the BAT93 variety of *P. vulgaris*^26^ using bedtools v2.29 suite (https://bedtools.readthedocs.io/). As the assembling of the genome is not fully completed, sequences shorter than 300 bp were filtered. Promoter regions were analyzed with the tool Regulation prediction, available at the Plant Transcriptional Regulatory Map webpage (http://plantregmap.gao-lab.org/), using default parameters.

### Reverse transcription and quantitative PCR

Expression analysis by reverse transcription followed by quantitative PCR (RT-qPCR) was performed essentially as previously described^14^. For each primer pair, the presence of a unique PCR product of the expected size was verified in ethidium bromide–stained agarose gels. Absence of contaminant genomic DNA was confirmed in reactions with DNase-treated RNA as template. Amplification of common bean *Eukaryotic Elongation factor 1 α* (*EF-1α*) transcript was used to normalize the amount of cDNA template. Three biological replicates independent of those used for library construction were used for each condition. Primers used are listed in Supplementary Table S10.

## Supplementary Information

Supplementary Legends.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

Supplementary Table S6.

Supplementary Table S7.

Supplementary Table S8.

Supplementary Table S9.

Supplementary Table S10.

## Data Availability

All the experiments performed in this study complied with local and national regulations.

# Supplementary material for: Transcriptomic analysis of Mesoamerican and Andean Phaseolus vulgaris accessions revealed mRNAs and lncRNAs associated with strain selectivity during symbiosis
**Source:** Sci Rep. 2022 Feb 16;12:2614. doi: 10.1038/s41598-022-06566-0
**Supplement:** Supplementary file 1 — Supplementary Legends.

**Supplementary Tables**

**Table S1:** Number of reads and quality of RNA-seq libraries. Illumina reads were aligned to the P. vulgaris genome using Tophat 2. Coverage was calculated using Plot coverage, available in the Galaxy Platform (https://usegalaxy.org/). The assembly includes 473 Mb of the 587-Mb estimated in the P. vulgaris genome.

**Table S2.** Normalized expression values obtained for all NAG12 genes. Mean expression values obtained for all NAG12 genes (expression values per replicate are provided in Sheet2). Values are expressed in fragments per kilobase per million reads (FPKM) for each gene. Expression values were calculated from samples mock-inoculated with culture media (YEM) or inoculated with the R. etli strains SC15, CE3, 55N1 and 124N1. The identification number of each gene (Gene ID), the transcription start site/s (TSS), the location in the genome (Locus) and functional annotation are provided for each gene.

**Table S3.** Normalized expression values obtained for all Alubia genes. Mean expression values obtained for all Alubia genes (expression values per replicate are provided in Sheet2). Values are expressed in fragments per kilobase per million reads (FPKM) for each gene. Expression values were calculated from samples mock-inoculated with culture media (YEM) or inoculated with the R. etli strains SC15, CE3, 55N1 and 124N1. The identification number of each gene (Gene ID), the transcription start site/s (TSS), the location in the genome (Locus) and functional annotation are provided for each gene.

**Table S4. Differential expression testing for all NAG12 genes in response to each *R. etli* strain.** Systematic pairwise comparisons for each gene are shown. Expression values are expressed in fragments per kilobase per million reads (FPKM).

**Table S5. Differential expression testing for all NAG12 genes in response to each *R. etli* strain.** Systematic pairwise comparisons for each gene are shown. Expression values are expressed in fragments per kilobase per million reads (FPKM).

**Table S6.** Classification of differentially expressed genes (DEGs) into functional categories. Common and strain specific DEGs upon inoculation with *R. etli* strains are shown. The number of DEGs, the gene identification number (Id), the annotation and functional classification are shown for each strain or group of strains.

**Table S7.** Differential expression testing of nodulation signaling pathway genes in NAG12 and Alubia in response to each *R. etli* strain. The gene identification number (ID) and the significance of differential expression (YES or NOT) as compared to the control sample (YEM) is shown for each gene involved in the nodulation signaling pathway.

**Table S8. Regulatory *cis*-elements present in the promoter regions of DEGs.** Number of *cis*-elements in the different groups of NAG12 DEGs present in the promoter regions between the -1500 and the +100 of the translation start site (Values for Alubia are provided in sheet 2).

**Table S9. lncRNAs identified as DEGs in all pairwise comparisons.** The number of differentially expressed lncRNAs, the identification number of each novel transcript, gene id (for annotated genes), the transcription start site/s (TSS_id), the location in the genome (Locus) and the expression values expressed in fragments per kilobase per million reads (FPKM) are shown for each strain or group of strains. Each group defined in figure 9 is shown in a different sheet of the table.

**Table S10. Primer sequences.** Sequences of the primers used to quantify the expression levels of the indicated genes by qRT-PCR. EF1-α was used as reference gene

How the deposited data were processed for this re-analysis (not part of the article)

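The values analysed are FPKM as deposited by the authors, who aligned the reads with TopHat2, assembled transcripts with Cufflinks and Cuffmerge and ran Cuffdiff with quartile normalization, bias correction and multi-read correction. Each of the 2 deposited tables (NAG12 and Alubia) gives 1 FPKM per condition for 27277 genes, computed over the 3 libraries of that condition, with the lower and upper bound of its interval. In the Alubia table decimal commas were read as decimal points. No value was changed otherwise, and reads were not aligned again.

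Samples were grouped by accession and inoculum from the labels of the sample records, which gave 10 conditions of 3 samples each. The tables hold 1 column per condition, and the columns were matched to the conditions by their headers. A supplementary sheet with values per replicate was not analysed here. Depth and mapping of the 30 libraries were taken from Supplementary Table S1.

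The standard error of an FPKM was taken as the upper bound minus the value, divided by 2. The standard error of a log2 ratio follows from the relative standard errors of its 2 values. An FPKM of 0 has no relative standard error, so none is defined in this way for a ratio with such a value. There the difference in FPKM over its standard error served as the score, at the limit given next. A gene was called when its FPKM differed at least 2-fold, was above 1 in at least one of the 2 conditions, and its log2 ratio over its standard error reached the limit that leaves 2.5% of a normal distribution in each tail. This score was not turned into a p-value, because the replicates behind it were not checked. For named genes 0.1 was added to both values of a ratio only where one of them was 0. For components, distances, gene sets and the tests of the closing section 0.1 was added to every FPKM.

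Principal components were taken from the correlation matrix of the log2 ratios to YEM of the 8 combinations of accession and strain. Gene sets were fixed by words of the annotation in the deposited tables, or by the identifiers of Supplementary Table S7, and the median log2 ratio of a set was placed among 10000 random lists of the same size, matched in 20 bins of mean expression (seed 7).

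The genes reported by name follow 1 rule: every gene that the text, Fig. 2e, Fig. 5 or Fig. 6b,d names, the genes of the overlaps that the paper lists by identifier, and for each accession the 3 genes with the largest and the 3 with the lowest mean log2 ratio among the genes called in the same direction with all 4 strains. Genes outside the rule are marked where they appear as chosen after their values were seen. Of the 32 genes of Supplementary Table S7, 1 was not found in the deposited tables.

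The alternatives were set before the data were examined. For called genes they were no score, intervals that do not overlap, a pseudocount of 1, an FPKM above 5, the median ratio of each comparison set to 0, and 1 gene identifier per line of the table. For components and distances they were a pseudocount of 1, called genes only, an FPKM above 5 in every condition, all genes, the covariance or correlation of centred genes, each strain in place of YEM as denominator, and leaving out 124N1. For gene sets they were a pseudocount of 1, an FPKM above 5 and median centring.

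The calling rule was tried on simulated tables in which 200 genes were changed by a known fold. In NAG12 it recovered 97% of the genes changed 4-fold and 82% of those changed 2.5-fold, and in Alubia 96% and 79.5%. It called at most 0.377% of 19087 unchanged genes in NAG12 and at most 0.545% of 19254 in Alubia. These shares assume that the deposited intervals are right, since the simulated errors were drawn from them. For gene sets, 20 random lists of 50 genes were compared with 4 strains, and 3 of the 80 medians fell in the tails, against 80 of 80 after the lists were shifted.

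Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Long non-coding RNAs given only as assembled transcripts, *cis*-elements, and RT-qPCR measurements were not analysed here.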

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

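The tests of the shared YEM value, of chance overlap and of the YEM level were all chosen after these results were seen.

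For 13 genes the log2 ratios to YEM had one sign with all 4 strains in NAG12 and the other sign with all 4 strains in Alubia. Named genes whose mean ratios differ in sign without that agreement of the strains are not among them. The mean in NAG12 minus the mean in Alubia was 4.33 for Phvul.011G106300, 3.19 for Phvul.005G087400, 3.13 for Phvul.002G221000, 2.53 for Phvul.009G259650, 2.08 for *LBD11* (Phvul.005G137300), 1.87 for Phvul.004G053600, 1.85 for Phvul.005G153500, 1.63 for Phvul.010G120401, 1.62 for Phvul.010G092500 and 1.33 for Phvul.002G042000. It was -1.19 for Phvul.004G045800, -1.22 for Phvul.011G062100 and -8.004 for Phvul.003G090301. These differences were not tested against error. The 4 ratios of an accession share 1 YEM value, and the accessions were normalized separately.

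A YEM value that is off in one accession could give such opposite signs for all 4 strains at once. If that were the whole explanation, the named genes should show them no more often than other genes. Of the 67 named genes 12 met this rule (17.9%), against 2269 of the 19532 genes above 1 FPKM in both accessions (11.6%), a ratio of the shares of 0.649. That ratio leaves the shared YEM value undecided. The named genes are not a random sample, since the paper chose most of them for their responses.

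Phvul.003G090301 differs from the others in size. It stands at 11598 FPKM in NAG12 with YEM and at 42.0 FPKM in Alubia with YEM, so the difference may lie in the NAG12 control. The width of the YEM interval was tested for the 52 genes called down-regulated with all strains in NAG12, where it was 0.659 times that of the strains. The score leaves out genes with wide YEM intervals unless their change is very large, so this did not decide whether a single library was at fault.

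Phvul.002G221000, annotated as MYB-like 102, was chosen after its values were seen. It was the 1 gene called up-regulated with all 4 strains in NAG12 and down-regulated with all 4 in Alubia. Lists drawn at random would give 0.55 such genes, so chance overlap could explain a single gene of this kind. Its YEM value differed between the accessions by 3.13 (log2) more than its values with the strains did, which is what a different YEM level would give, and which a response to rhizobia in opposite directions would give as well. No biological explanation was tested for these 13 genes.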

How the results depend on the processing

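No paired analysis was possible because the columns analysed, those of the deposited tables, hold 1 value per condition, and a supplementary sheet with values per replicate was not analysed here. For the same reason limma, a replicate block, leaving out single libraries, Benjamini-Hochberg adjustment and batch alternatives were not run. All settings below were set in advance, and none was chosen after a result was seen. The cause was not tested for any of the changes below. Counts of genes are called the same where they stayed within 1.5 times the value in the text.

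Without the separation score 15 of 19 counts stayed the same. The others were NAG12 with 124N1 at 352, NAG12 *nod*C-δ only at 188, Alubia *nod*C-α only at 487, and the 4 cognate interactions at 12.

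With intervals that do not overlap 12 of 19 counts stayed the same. NAG12 *nod*C-α only went to 265, and in Alubia SC15 went to 554, CE3 to 420, 124N1 to 305, any comparison to 1396, all 4 strains to 98 and *nod*C-α only to 182.

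With a pseudocount of 1, 13 of 23 results stayed the same. In NAG12, CE3 gave 238, 124N1 146, any comparison 683, *nod*C-α only 245 and *nod*C-δ only 62. Alubia *nod*C-α only gave 201, and 362 genes were shared by the accessions. The first component took 45.1%, the second 35.6%, and the distances in Alubia were 1.33 times those in NAG12.

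An FPKM above 5 in at least one of the 2 conditions left 6 of 19 counts the same. In NAG12 it gave 336 with SC15, 202 with CE3, 213 with 55N1, 103 with 124N1, 536 in any comparison, 71 with all 4 strains, 212 for *nod*C-α only and 53 for *nod*C-δ only. In Alubia it gave 422 with CE3, 1401 in any comparison and 192 for *nod*C-α only. The accessions shared 294 genes, and the 3 cognate interactions without 124N1 in Alubia shared 47. Genes with an FPKM of at most 5 in both conditions thus account for a large part of the calls in NAG12. Whether read depth limits these calls was not tested.

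With the median of each comparison set to 0, all 20 results stayed the same, as did all 19 with 1 gene identifier per line. In every setting NAG12 had more genes with *nod*C-α strains only than with *nod*C-δ strains only, and Alubia the reverse.

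The shares of the first and second component changed under every alternative. They were 48.8% and 33.4% with called genes only, 44.1% and 37.7% with an FPKM above 5 in every condition, 43.2% and 33.3% with all genes, 59.9% and 16.1% with the covariance of genes, and 41.4% and 24.8% with the correlation of genes. Divided by a strain in place of YEM they were 36.8% and 29.5% (SC15), 29.4% and 20.6% (CE3), 40.6% and 23.2% (55N1), and 36.3% and 22.6% (124N1). The ratio of distances was 1.39 with called genes only, 1.42 with an FPKM above 5 in every condition, 1.24 with all genes and 1.14 without 124N1, so it stayed above 1 throughout.

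Of the 536 ratios of named genes, 30 have an FPKM of 0 and so no standard error against which a change could be judged. Calls among these 30 rest on the difference in FPKM over its standard error, so the ratio itself was not scored. Those calls are therefore less certain. Of the ratios with a standard error, 106 moved by more than it with a pseudocount of 1, and 0 changed sign. With median centring 0 moved by more than that, and 8 ratios near 0 changed sign. They were *ERN1* (to 0.00) and *CYCLOPS* (to 0.01) with 124N1 in Alubia, *SYMRK* with 55N1 in NAG12 (to -0.04), *NFR1* (Phvul.008G211200) in NAG12 with CE3 (to -0.03) and 124N1 (to -0.01), Phvul.008G240700 with 55N1 in Alubia (to 0.01), Phvul.004G161500 with 124N1 in NAG12 (to -0.02) and Phvul.005G153500 with 55N1 in NAG12 (to -0.04). None of these was called. Of 48 comparisons of gene sets 31 lay in the tails with the pseudocount of 0.1 and 31 with a pseudocount of 1. With an FPKM above 5 the number was 29, but 8 comparisons changed side and 5 changed sign. Median centring shifts a set and its random lists alike, so it cannot change a percentile and is no check of these positions, and it changed the sign of 7 medians. Of the counts that the text gives beside these, 2 of 4 stayed the same without the score, 2 of 4 with intervals that do not overlap, 2 of 4 with an FPKM above 5, 1 of 4 with a pseudocount of 1, and 4 of 4 each with median centring and with 1 identifier per line.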

Differences from the paper's values

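No test in this part was chosen after the result was seen.

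The first component took 45.5% of the variance, against 83.0% in the paper. Of the alternatives set before the data were examined, the covariance of genes (59.9%) came within 1.5 times the paper's value, and the others did not. The second component took 33.6%, against 9.7% in the paper, and none of the alternatives set before the data were examined closed the gap, with 16.1% for the covariance of genes as the nearest. The paper states that log2 values normalized by YEM were used with the correlation method, as was done here. The cause of the difference was not found.

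For the nitrate transporter gene Phvul.011G083500 in Alubia with 55N1 the fold to YEM was 2.74, against about 0.36 in Fig. 2e, read by eye. With a pseudocount of 1 it was 1.88 and with median centring 2.80, and none of the alternatives set before the data were examined closed the gap. For the basic leucine zipper gene Phvul.004G045800 in Alubia with 55N1 the fold was 1.80, against about 4.3 in Fig. 2e, read by eye. With a pseudocount of 1 it was 1.65 and with median centring 1.84, and none of the alternatives set before the data were examined closed the gap.

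Several statements in the paper's text also differ from the calls. For the genes of the Nod factor pathway the difference is with the text only, since Supplementary Table S7 gives the same calls as those made here for all 31 genes found, in every comparison. The gene called down-regulated in the 4 cognate interactions was Phvul.011G146300, where the paper names Phvul.003G102000, which was called in all 4 only without the score. *RIP* was not called in NAG12 or with CE3 in Alubia. *CCaMK*, *Cyclops*, *NF-YA1* and *Vapyrin* were not called with any strain, because every change was under 2-fold. *NIN*, *ENOD40b* and *PUB1* were not called with 124N1 in Alubia, and *PUB1* and *NFR5* were not called with 124N1 in NAG12. *EPR3* was not called with 124N1 in NAG12 or with CE3 and 124N1 in Alubia. *NF-YA9* was not called in Alubia, *NSP2* was called there with 55N1 alone, and *NFR5* and *SYMRK* were not called there with CE3. In NAG12 neither *NF-YA9* nor *NSP2* was called with CE3 or 124N1. *LBD4* was called with all 4 strains in NAG12, and *LBD11* with SC15 and 55N1, where the paper gives both for *nod*C-α strains. Phvul.001G029200 and Phvul.011G106300 missed the score with SC15 in NAG12 and were called without it. Of the Fig. 6b genes given for *nod*C-α strains 10 of 13 were called with both strains, and of those in Fig. 6d 2 of 5. Phvul.010G092500, given for *nod*C-δ strains in Alubia, missed the score with both.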

Other observations

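The tests of other denominators, of a single YEM library, of 1 strain of a pair, of the weak response to 124N1, of ethylene genes with every strain, of the level of *nod*C-α genes with YEM, of their chance overlap and of light-related genes were chosen only after the results were seen.

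The accessions separate in the log2 ratios to YEM, and the 4 ratios of an accession share 1 YEM value. With another strain as the denominator in place of YEM, the first component separated the accessions for 2 of 4 strains, which leaves a shared YEM denominator undecided. With the genes centred it did so for 4 of 4 strains, which is what any shared denominator could produce. Interval noise alone was examined in 100 simulated draws. The gap between the mean correlations within and between accessions was 0.278 to 0.381 in the draws. In 0 of them was it as large as the observed 0.601. The draws gave both accessions the mean of their observed ratios as the response. That mean carries the errors of both YEM values into both accessions, which narrows the simulated gap. Errors beyond the intervals were not simulated either, so the test does not exclude noise. How much of the separation is a response to rhizobia was not settled.

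In NAG12, 52 genes were called down-regulated with all 4 strains, with a median of 27.7 FPKM with YEM. The sum of all FPKM in NAG12 with YEM is 1947020, against at most 945870 in the other conditions. Phvul.011G157400, chosen after its value was seen, alone makes up 49.0% of it, with an interval from 0 to 13500000. The second NAG12 YEM library of Supplementary Table S1 has a coverage of 22.86, where the other 29 have 3.6 to 7.17. One aberrant YEM library could therefore lie behind part of these genes. Their YEM intervals were 0.659 times as wide as those of the strains, relative to the value. The score leaves out genes with wide YEM intervals unless their change is very large, so this ratio does not count against such a library. A response of both accessions was examined with 55N1 in Alubia only, where the median log2 ratio of these genes was 0.0164. The median leaves room for single genes that fall in both, and the other 3 strains were not examined. The limit of 1 FPKM is not the cause, since 11.5% of them had a YEM value below 2 FPKM. No biological explanation was tested beyond these.

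In Alubia 124N1 changed few of the genes that the other strains raised, and more of those they lowered. If the lowered genes lay downstream of the Nod pathway response, both should have been lost together. The share of the change kept was larger by 0.625 for the lowered genes (0.744 against 0.119). The lowered genes were chosen for lying below the same YEM value that the ratio with 124N1 uses, so a high YEM value in Alubia could keep the fall as well, and the test leaves the explanation undecided. Lower precision with 124N1 was examined for the weak change of Nod pathway genes, and their relative intervals with 124N1 were 1.01 times those with 55N1. The median relative error over all genes above 1 FPKM lay between 15.6% and 15.7% in every Alubia condition. The ratio could thus hardly differ between conditions, so it does not exclude lower precision. The hypothesis that 124N1 was slower or weaker in Alubia at 24 hpi was not tested.

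Heat shock genes were slightly lower with the strains than with YEM in Alubia. An elevated YEM level in Alubia may explain this, since the median rank of the 217 heat shock genes was lower in all 9 other conditions (58.0 to 61.1, against 62.9 with YEM in Alubia). For the 4 Alubia strains that is the observation itself, and only the 5 NAG12 conditions (58.0 to 60.1), from a table normalized separately, add to it. The test therefore does not decide between an elevated control and a fall with the strains.

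In NAG12 much of the larger number of *nod*C-α genes came from 1 strain of the pair, with 215 up-regulated and 39 down-regulated genes called with SC15 alone. Among the fewer genes called with both strains of a type only, *nod*C-α still had 6.4 times as many as *nod*C-δ (64 against 10). In Alubia the same ratio, *nod*C-δ over *nod*C-α, was 0.88, so the larger number there could be the effect of 1 strain of the pair, 55N1. The fold limit may explain part of these 64 genes, of which 55 moved in the same direction with *nod*C-δ strains and 39.1% did so by at least 0.5 (log2). That share was below the 80% that was set as the mark for the fold limit as the whole explanation.

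Few genes were called in all 4 cognate interactions. Leaving 124N1 in Alubia out of the calls raised the number from 7 to 97, while leaving out another interaction gave 7 or 12, so the small overlap depends largely on the weak response to 124N1. Replacing the mean of 55N1 and 124N1 by 55N1 alone gave 1.47 times as many shared genes, but that mean already contains 55N1, so this test does not speak against the direct count. The fold limit remained undecided as an explanation, with 63.8% of the genes called with SC15 and CE3 in NAG12 moving in the same direction with 55N1 in Alubia.

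For the ethylene-related genes in Alubia a response to every strain was examined, and 88.9% of the 18 genes were lower with both SC15 and CE3 than with YEM. These genes were chosen for a listed fall with at least 1 *nod*C-δ strain, not for a fall with SC15 or CE3. The ratios of all strains share the same YEM value, however. A high YEM value in Alubia could therefore give such a share as well, and the test leaves the explanation undecided.

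The 51 genes raised in NAG12 with both *nod*C-α strains only were lower in Alubia, with a median log2 ratio of -0.96, and 46 of them fell. Chance overlap does not explain this, with the median at percentile 0 of the random lists. An elevated YEM level in Alubia was examined through the median rank of these genes, which was lower in all 9 other conditions (35.4 to 48.6, against 51.7). This outcome was largely fixed in advance, by the fall in Alubia that was to be explained and by the choice of genes raised only with SC15 and CE3 in NAG12, so it leaves that explanation undecided. Light-related genes, as a sign of a difference in light or sampling time, were predicted to lie in the upper tail with SC15 and CE3 in NAG12 and in the lower tail with all 4 strains in Alubia, and did so in 5 of 6 comparisons. The medians were -0.50, -0.42, -0.75 and -0.36 with SC15, CE3, 55N1 and 124N1 in Alubia, all at percentile 0, and 0.10 (percentile 98.7) and 0.05 (5.21) with SC15 and CE3 in NAG12. Outside the prediction they were -0.13 (percentile 0) with 55N1 and 0.02 (9.75) with 124N1 in NAG12. This left the explanation undecided.

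Several of the named genes that rise are related to iron. A rise of iron-related genes in the cognate interactions was looked for with other genes of that annotation, 24 above 1 FPKM in NAG12 and 27 in Alubia, and 0 of 4 medians lay in the upper tail. Outside the cognate interactions, the median with CE3 in Alubia was 0.13 and lay in that tail (percentile 99.2). With an FPKM above 5 the median with 124N1 in Alubia was 0.26 and lay in that tail, as did those with SC15 and CE3 there. The median with 124N1 in NAG12 then did so as well (0.13, percentile 98.1).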
